# Systems-Based Identification of Temporal Processing Pathways during Bone Cell Mechanotransduction

**DOI:** 10.1371/journal.pone.0074205

**Published:** 2013-09-11

**Authors:** Leah E. Worton, Brandon J. Ausk, Leah M. Downey, Steven D. Bain, Edith M. Gardiner, Sundar Srinivasan, Ted S. Gross, Ronald Y. Kwon

## Abstract

Bone has long been established to be a highly mechanosensitive tissue. When subjected to mechanical loading, bone exhibits profoundly different anabolic responses depending on the temporal pattern in which the stimulus is applied. This phenomenon has been termed temporal processing, and involves complex signal amplification mechanisms that are largely unidentified. In this study, our goal was to characterize transcriptomic perturbations arising from the insertion of intermittent rest periods (a temporal variation with profound effects on bone anabolism) in osteoblastic cells subjected to fluid flow, and assess the utility of these perturbations to identify signaling pathways that are differentially activated by this temporal variation. At the level of the genome, we found that the common and differential alterations in gene expression arising from the two flow conditions were distributionally distinct, with the differential alterations characterized by many small changes in a large number of genes. Using bioinformatics analysis, we identified distinct up- and down-regulation transcriptomic signatures associated with the insertion of rest intervals, and found that the up-regulation signature was significantly associated with MAPK signaling. Confirming the involvement of the MAPK pathway, we found that the insertion of rest intervals significantly elevated flow-induced p-ERK1/2 levels by enabling a second spike in activity that was not observed in response to continuous flow. Collectively, these studies are the first to characterize distinct transcriptomic perturbations in bone cells subjected to continuous and intermittent stimulation, and directly demonstrate the utility of systems-based transcriptomic analysis to identify novel acute signaling pathways underlying temporal processing in bone cells.

## Introduction

Temporal processing is the process by which cells perceive temporal variations of an applied stimulus. While this process is most commonly associated with neural functions such as auditory processing [1], a growing body of evidence suggests that diverse cell types exhibit temporal processing when exposed to a broad range of stimuli. For example, the literature is replete with cases in which the insertion of rest periods during administration of a particular stimulus results in enhanced or even opposite (i.e., sensitization versus tolerance) effects, despite the same magnitude of stimulus being applied [2], [3], [4], [5], [6]. Interestingly, this phenomenon has been observed in response to diverse signals including pharmacological [3], electrophysiological [4], biochemical [5], and mechanical stimuli [6], suggesting the existence of conserved signaling mechanisms that enable temporal processing at the cellular level.

Bone has long been established to be a highly mechanosensitive tissue, capable of undergoing rapid and robust bone formation in response to microscopic deformations [7]. Given that mechanical loading is one of the primary determinants of bone strength, the mechanotransduction pathway is widely recognized as a promising target for new bone therapeutic strategies [8], [9], [10]. During mechanotransduction, bone exhibits temporal processing in a manner that profoundly affects its anabolic response to mechanical loading [6], [11], [12], [13], [14]. For example, it has been previously shown that selectively removing mechanical signals via insertion of 10 s rest intervals has the potential to transform a low magnitude, non-osteogenic cyclic loading regimen into a potent anabolic signal in mice, despite a ten-fold decrease in the number of load cycles [6]. In neural research, this form of temporal processing is referred to as temporal unmasking [15], i.e., heightened perception of a stimulus when presented in a particular temporal pattern. Though significant efforts have been made to elucidate the molecular underpinnings of temporal processing in bone, this phenomenon remains poorly understood. For example, only one pathway (enhanced intracellular Ca2+ mobilization [16], [17], [18], [19]) has been implicated in this process in the last twenty years.

Investigation of the mechanistic basis of temporal processing presents several unique and fundamental challenges. For example, this phenomenon involves the coordinated actions of multiple signaling pathways, with the predominance of a particular pathway dictated by the temporal pattern of stimulation [12]. In accordance with this, in bone, both short- (on the order of seconds) and long- (on the order of tens of minutes to hours) duration rest intervals have been found to enhance loading-induced adaptation, with distinct molecular mechanisms suggested to underlie their anabolic effects [12]. The potential involvement of multiple pathways makes the systematic interrogation of this process highly challenging, as it requires probing a spectrum of signaling pathways within a single experimental framework. A second challenge is the fact that temporal processing relies on the amplification of subtle variations in signaling network dynamics. Such amplification can occur, for example, through the cumulative effect of many small perturbations in signaling dynamics as they are propagated through an interconnected signaling network. In this case, at the level of gene expression, acute cell responses arising from temporal variations in stimulation may be very subtle, with the causal pathways driving these small transcriptional changes unapparent when observed in a single gene in isolation.

In this study, our goal was to characterize transcriptomic perturbations arising from the insertion of intermittent rest periods in bone cells subjected to fluid flow, and assess the utility of these perturbations to identify signaling pathways that are differentially activated by this temporal variation. At the level of the genome, we found that the common and differential alterations in gene expression arising from the two flow conditions were distributionally distinct, with the differential alterations characterized by many small changes in a large number of genes. Using bioinformatics analysis, we identified distinct up- and down-regulated gene expression signatures emerging from the insertion of rest intervals, and found that the up-regulation signature was significantly associated with MAPK signaling. Finally, we validated this observation by demonstrating that rest intervals significantly elevated flow-induced activity of the MAPK ERK1/2 by enabling a second spike in phosphorylation that was not observed in response to continuous flow. Together, these studies are the first to characterize transcriptomic perturbations in bone cells subjected to continuous and intermittent stimulation, and directly demonstrate the utility of systems-based transcriptomic analysis to identify novel acute signaling pathways underlying temporal signal processing in bone cells.

## Materials and Methods

### Cell Culture and Fluid Flow

MC3T3-E1 osteoblastic cells (clone 14, passage 9–12) were cultured on tissue culture plates in growth media (α-MEM with 10% FBS) at 37°C and 5% CO_2_ [20]. Seventy-two hours prior to experimentation, cells were seeded into 6-well plates (Corning) at a density of 2.5×10^4^ cells per well in 2 ml of growth media. For flow experiments, plates were carefully transferred to an orbital shaker (VWR, DS-500) placed in an incubator at 37°C and 5% CO_2_ one hour prior to experimentation. To generate flow, plates were subjected to orbital shaking (2.2 Hz), which resulted in a rotating wave on the fluid surface and dynamic shear stress on the bottom of the well [21]. While the use of parallel plate chambers has several advantages over the use of orbital shaking for the generation of fluid flow (e.g., the ability to apply a well-defined shear stress and to decouple flow velocity from flow frequency [22]), we used orbital shaking to alleviate the potential for inadvertent activation of acute signaling pathways that can occur during loading of cells into the flow chambers [23]. Shear stress was estimated using an approximate relation for the maximal wall shear stress [24]:
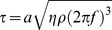
(1)where *τ* is the shear stress, *a* is the orbital radius, *η* is the dynamic viscosity, *ρ* is the fluid density, and *f* is the orbital frequency. Using appropriate values for our experimental setup (*f* = 2.2 Hz, *a* = 0.95 cm, η = 0.01P, and ρ = 1.0 g/ml, see Fig. 1A), we computed *τ* to be ∼0.5Pa. It is important to note that Eq. 1 is only a first-order approximation of the shear stress. This is evident by the fact that shear stress is expected to depend on fluid height above the cell surface as well as the radius of the well [25], which are not accounted for in Eq. 1. Given that a peak shear stress of ∼0.1Pa has been previously found experimentally using identical shaking parameters to those used in this study [26], we estimate that peak shear stresses in our system were in the range of 0.1∼0.5Pa.

**Figure 1:**
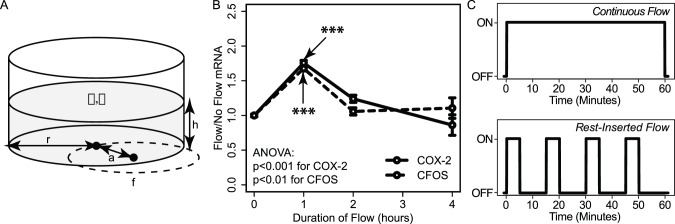
*In vitro* model of temporal processing during bone cell mechanotransduction. (A) Bone cells were subjected to fluid shear stress by subjecting them to orbital shaking. The schematic depicts quantities in Eq. 1 as well as others expected to influence shear stress. (B) Time course of COX-2 and CFOS gene expression in bone cells subjected to continuous orbital shaking of different durations. Increased expression is observed after one hour of flow for both genes, indicating that the shear stress generated via orbital flow was sufficient to stimulate acute gene expression. ***p<0.001 for flow versus no flow. (C) Schematic demonstrating flow profiles for continuous and rest-inserted flow. Rest-inserted flow consisted of 5 min of flow followed by 10 min of rest, repeated four times.

### Real-Time RT-PCR

For real-time RT-PCR, total RNA was extracted using the RNeasy Mini Kit (Qiagen) according to manufacturer’s protocol. cDNA was synthesized using Super Script III reverse transcriptase (Invitrogen), and real-time PCR was performed using SYBR green and the Applied Biosystems 7900 HT sequence detection system (see Table S1 for primer sequences for each gene). Gene expression levels were quantified using the 2^∧^(−ΔΔC_T_) method [27], with either cyclophilin or beta-actin as the housekeeping gene depending on the experiment.

### Western Blot

To assess ERK1/2 activity, total cellular protein was isolated in RIPA lysis buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS), separated by electrophoresis in 4–12% NuPAGE Bis-Tris gels (Invitrogen, Life Technologies) and transferred onto PVDF membranes (GE Healthcare). Membranes were probed with rabbit p-ERK and ERK antibodies (Cell Signaling Technology, 1∶1000). Bound primary antibodies were detected by chemiluminescent detection of HRP-conjugated donkey anti-rabbit IgG antibody (GE Healthcare, 1∶5000).

### Microarray Analysis

For microarray analysis, RNA was isolated using procedures identical to those described for RT-PCR. RNA was isolated from cells exposed to one of three different flow conditions (no flow, rest-inserted flow, and continuous flow) and one of two different time points (immediately following cessation of flow and one hour post-flow). This resulted in six experimental conditions, henceforth referred to as NF_0_, NF_1_, RF_0_, RF_1_, CF_0_, and CF_1_. For each of the six experimental conditions, RNA samples were pooled from three independent experiments (18 individual samples total). Frozen samples were submitted to the Genetics Core Facility at Benaroya Research Institute and analyzed using MouseWG-6 v2.0 Beadarray Chips (Illumina). Briefly, RNA integrity was measured using a Bioanalyzer 2100 (Agilent), and concentration was assessed using a NanoQuant (Tecan). cRNA was prepared by amplification and labeling using the Illumina TotalPrep RNA Amplification Kit (Life Technologies) and hybridized to Beadarray Chips. Beadchips were scanned on a HiScanSQ (Illumina). Background subtracted data was generated using GenomeStudio Software (Illumina). Data were pre-processed by performing quantile normalization, flooring (raw intensity values less than 10 were set to 10), log2 transformation, and filtering (for each probe, at least one sample was required to have a p-value of less than 0.01). Of the 45,281 genes/probes within the array, 15,686 (34.6%) were found to meet pre-processing filtering criteria. 

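Of 42 genes of osteoblast differentiation and matrix, 26 had a named probe past this filter and 20 of these were detected on all 6 arrays. Col1a1, which encodes the main chain of type I collagen, had a mean log2 intensity of 12.15 over the 6 arrays, and Sp7, the osteoblast transcription factor osterix, of 8.00. Genes known from cartilage were among those with high signal, with Sox9 at 11.70 and Col2a1 at 10.05, and 3 of 12 chondrocyte markers passed the filter. Pdpn, which is expressed by early osteocytes, was the 1 of 6 osteocyte markers to pass, at 11.35. Of the markers of other cell types, 0 of 11 adipocyte, 1 of 12 endothelial (Egfl7), 5 of 15 macrophage and osteoclast and 5 of 15 muscle markers passed. Ctsk, the protease of bone-resorbing osteoclasts, was the brightest of the macrophage and osteoclast markers detected on all arrays, at 9.02. Applied to the deposited signals, the filter kept 15686 probes (34.6%). Of these, 13393 carried 1 gene symbol, 8 several and 2285 none, and 210 of the symbols were RIKEN cDNA names, which left 13183 named probes for 8566 gene symbols.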

For simplicity, we further filtered out an additional 3716 genes consisting of unnamed RIKEN cDNA genes and probes in which gene symbols were not available, resulting in a final total of 11,970 different genes/probes for analysis. Background subtracted and pre-processed data have been submitted to the Gene Expression Omnibus under the series accession number GSE48177.

### Data Transformation

Using gene expression profiles obtained from the six experimental conditions (NF_0_, NF_1_, RF_0_, RF_1_, CF_0_, and CF_1_), we computed the log-transformed flow/no flow ratios for cells subjected to continuous and rest-inserted flow for each time point as.
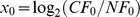

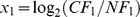

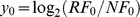

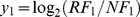
(2)

The time-averaged values of the continuous and rest-inserted flow/no flow ratios were computed as.
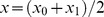

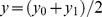
(3)

### Data Projection

For analysis, microarray data were projected into a two-dimensional Euclidean gene expression space denoted as (*x*,*y*) space. Within this space, each gene was projected as a point using its *x* and *y* values as position coordinates. For each point, the *x* coordinate measured its time-averaged fold change in expression following exposure to continuous flow, while the *y* coordinate measured the same in response to rest-inserted flow. In this case, any gene that exhibited identical expression under the two flow conditions laid along the diagonal *y* = *x*. Conversely, for any gene not on the diagonal, its distance from the line *y* = *x* measured its differential expression arising from the insertion of rest intervals. To measure this distance, we also defined a second coordinate system by rotating the original coordinate system by 45° as.
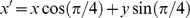

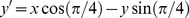
(4)

For each gene (*x*,*y*), its *x*’ coordinate scaled with distance along the line *y* = x and measured its common alterations in expression under the two flow conditions. In contrast, its *y*’ coordinate scaled with distance from the line *y* = *x* and measured its differential expression under the two flow conditions.

### Data Analysis

All data analysis was performed in the open source statistical environment R (http://www.R-project.org/). Hierarchical clustering of real time RT-PCR data was performed using Ward’s method. Analysis of microarray data was performed using the lumi package within the Bioconductor framework [28]. Computation of kernel density estimates and relative kernel density estimates was performed using the density function and the reldist package, respectively. GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) analyses were performed using GATHER (Gene Annotation Tool to Help Explain Relationships) [29] with mouse as the selected organism and network inference enabled (Bayes Factor>6 was considered significant). For SPEED (Signaling Pathway Enrichment using Experimental Data sets) analysis, we used the default settings (max absolute z-score percentile: 1%, min percent overlap across experiments: 20%, max expression level percentile: 50%) with all pathways enabled (FDR <0.05 was considered significant).

### Statistics

One-way ANOVA and Fisher’s PLSD post-hoc tests were performed for gene expression time course and p-ERK1/2 studies. Differences in distributions were assessed using a two-sample Kolmogorov-Smirnov test. Unless otherwise noted, p<0.05 was considered statistically significant.

## Results

### Rest-inserted and Continuous Fluid Flow Give Rise to Acute Variations in Gene Expression

We first implemented and validated an *in vitro* model of bone cell mechanotransduction that exhibited acute differences in gene expression in response to continuous and rest-inserted fluid flow. Cells were exposed to fluid flow by subjecting them to orbital shaking [23], [24]. We estimated that peak shear stresses in our system were in the range of 0.1∼0.5Pa, slightly lower than the 0.8–3.0Pa predicted to occur on the osteocyte cell process [30], [31] but significantly greater than those on the osteocyte cell body (due to the larger pericellular fluid space surrounding the cell body [32], [33]). To confirm the capacity for these relatively low levels of shear to stimulate bone cells, we assessed expression of the early response genes COX-2 [34] and CFOS [35] immediately following 1 h, 2 h, or 4 h of flow (Fig. 1B). We found that flow significantly increased expression of both genes (COX-2: p<0.001; CFOS: p = 0.003), with peak expression observed following one hour of flow for both genes (COX-2: p<0.001; CFOS: p<0.001). Exposure to longer duration flow was not found to be stimulatory. In particular, following one hour of flow, expression of both genes returned back to baseline levels, with no significant differences observed following two hours (COX-2: p = 0.053; CFOS: p = 0.61) or four hours (COX-2: p = 0.30; CFOS: p = 0.41) of flow.

Based on our results indicating that one hour of orbital flow was sufficient to stimulate acute gene expression, we next examined the effects of inserting rest intervals within the flow regimen. Motivated by previous studies indicating that rest intervals on the order of tens of minutes enhance bone adaptation to mechanical loading [12], we subjected cells to either one hour of continuous flow or rest-inserted flow consisting of four serial 15 min flow bouts, with each bout consisting of 5 min of flow followed by 10 min of rest (Fig. 1C).

We first performed a targeted RT-PCR screen to assess the potential for these two flow conditions to give rise to differential gene expression. In particular, using RNA harvested immediately following flow cessation, we assessed a panel of 20 genes selected based on their previous implication in the mechanotransduction (e.g., CFOS, COX-2, etc.) or bone anabolic (e.g., ALP, OSX, etc.) pathways. Consistent with previous studies, we found that most of the genes assessed did not exhibit significant alterations by the insertion of rest intervals [36]. However, two small gene clusters exhibited noticeable differences in expression following exposure to rest-inserted versus continuous flow (Fig. 2A). The first cluster of genes (DSCR1, TNF-alpha, OPG, and RUNX2) was down-regulated by continuous flow but not rest-inserted flow; the second cluster of genes (HO1 and OPN) was up-regulated by rest-inserted flow but not continuous flow. Of these six genes, four exhibited significant differences in expression between the two flow conditions (OPG: p = 0.002; RUNX2: p<0.05; DSCR1: p = 0.02; OPN: p = 0.003) and were subsequently subjected to time course analysis (0 h, 1 h, 3 h, 7 h, and 23 h post-flow). We found that differences in expression observed immediately following continuous or rest-inserted flow were not sustained over long durations. Rather, these changes tended to be highly transient and focused within the 0–1 h period follow cessation of the flow regimen (Fig. 2B–2E).

**Figure 2:**
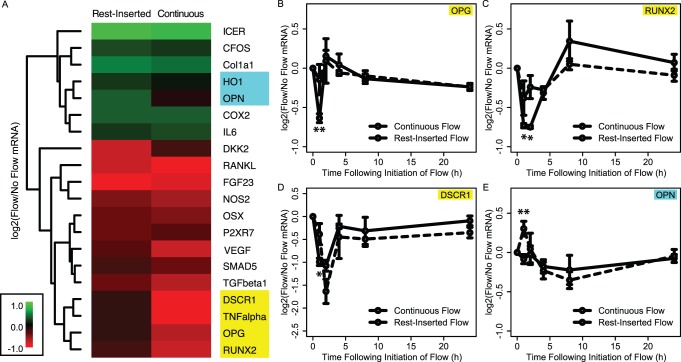
Continuous and rest-inserted fluid flow give rise to acute differences in gene expression that are highly transient. (A) Panel of 20 genes screened for differential expression immediately following cessation of continuous or rest-inserted flow. Though most of the genes assessed did not exhibit significant alterations by the insertion of rest intervals, we observed two sub-clusters (highlighted in blue and yellow) that exhibited detectable differences in expression following rest-inserted and continuous flow. Of these six genes, four were found to be significantly different under the two flow conditions: OPG, RUNX2, DSCR1, and OPN. (B–D) Time course of gene expression for these four genes following exposure to one hour of continuous or rest-inserted flow. Differences in expression observed immediately following continuous or rest-inserted flow were highly transient and tended to be focused within the 0–1 h period follow cessation of the flow. *p<0.05, **p<0.01, ***p<0.001 for rest-inserted flow vs. continuous flow.

### Genome-wide Gene Expression Profiling Reveals Transcriptomic Variations Arising from the Insertion of Rest Intervals

We next sought to characterize variations in gene expression in cells subjected to rest-inserted versus continuous flow at the level of the genome. To do this, we performed genome-wide gene expression profiling using microarray analysis. In the time course studies described above, differential gene expression between continuous and rest-inserted flow predominated within the 0–1 h period following flow cessation. In this case, for microarray analysis we assessed gene expression at two time points: immediately following cessation of the one hour flow period, and one hour post-flow. 

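MC3T3-E1 cells are a mouse line of osteoblast precursors from newborn skull bone. They were kept without flow, exposed to continuous flow for 60 min, or exposed to rest-inserted flow of 4 bouts of 5 min flow, each followed by 10 min of rest, and RNA was taken 0 h or 1 h after the regimen. Each of the 6 conditions was measured on 1 Illumina MouseWG-6 v2.0 array hybridized with RNA pooled from 3 experiments. A pool carries no spread between experiments, so no condition has a replicate array and the number of arrays limits the precision of every value. Of the 45281 probes, 14426, 14205 and 13878 were detected at a detection p under 0.01 at 0 h without flow, with continuous flow and with rest-inserted flow, and 13606, 13472 and 13796 at 1 h. The median background-subtracted signal of the detected probes was 105 to 123 per array. The authors subtracted background in GenomeStudio, quantile normalized the arrays, set values under 10 to 10, took the log2 and kept probes detected on at least 1 array. These steps were repeated from the deposited signals for every probe. From the named probes, x and y were computed as the means over both time points of log2(continuous flow/no flow) and log2(rest-inserted flow/no flow), with x' = (x + y)/√2 and y' = (y - x)/√2, so that a positive y' is a higher value with rest-inserted flow. Ratios were taken between intensities on the log2 scale. Each gene was tested with limma in an additive model of flow and time point over the 6 arrays, which leaves 2 residual degrees of freedom and treats the time points as the repeats of each flow condition. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over the 13183 named probes. The gene lists, the rule for naming genes, the limma comparisons and most alternatives were fixed before the data were examined, and the tests and alternatives chosen later are named as such. Each list's median was placed among the medians of 10000 random lists of the same size matched on mean intensity. That percentile describes these arrays and is not a test.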

Using the genome-wide gene expression profiles obtained from the microarray analysis, we computed log-transformed flow/no flow mRNA ratios for both time points (denoted as *x*_0_, *x*_1_, *y*_0_, and *y*_1_, see Eq. 2), as well time-averaged quantities (denoted as *x* and *y*, see Eq. 3). In our initial analysis, we found that the variances of the time-averaged quantities were approximately half those of the non-time averaged quantities, with σ^2^ = ∼4×10^−3^ for the former and σ^2^ = ∼8×10^−3^ for the latter. 

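Some genes had similar values at both time points and others did not. Acta1, skeletal muscle alpha-actin and a target of serum response factor, had a log2(continuous flow/no flow) of 1.02 at 0 h and 0.91 at 1 h. Map3k7, the kinase TAK1 of the TGF-beta and cytokine pathways, had 0.95 and 0.82, and Cat, the peroxide-degrading enzyme catalase, had -0.55 and -0.38. Crem, a cAMP-responsive transcription regulator, had -0.20 at 0 h and 0.71 at 1 h, and Tgfb1, the growth factor TGF-beta 1, had -0.23 and 0.41. Rras2, a small GTPase of the Ras family, had 0.051 and 0.76. Over the named probes, the variance of the flow/no flow ratios averaged 0.0823 at single time points and 0.0416 after averaging over time, a ratio of 0.505. In 200 sets of 6 simulated arrays with independent noise, the same for each array, and no effect of flow, the ratio was 0.500 on average (0.488 to 0.512). Across genes, which are not independent replicates, the 0 h and 1 h values of log2(continuous flow/no flow) had a correlation of 0.0158, and those of log2(rest-inserted flow/no flow) of 0.00477. With Eq. 2 applied to log2 intensities, as the log2 of the ratio of log2 values, the variances were 0.00857 and 0.00433.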

We interpreted the larger variance in the non-time averaged quantities to be due to genes that exhibited large fluctuations in expression between the two time points, which were subsequently smoothed by time-averaging. 

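The immediate early genes, which cells induce quickly after a stimulus without new protein synthesis, had different medians at the time points. Of 38 listed, 26 were measured, and their median x' was 0.62 at 0 h, at percentile 100 of the random lists, and -0.0036 at 1 h, at percentile 50.1. Egr3, a growth response transcription factor, had a log2(continuous flow/no flow) of 1.66 at 0 h and 0.16 at 1 h. Jun, a subunit of the AP-1 transcription factor, had 1.17 and 0.12, and Dusp1, a phosphatase that inactivates MAP kinases, had 1.08 and -0.10. Ankrd1, a target of YAP, had 1.19 and -0.11. Genes of cAMP and calcium signaling had a median x' of 0.24 at 0 h, at percentile 99.7, and of -0.095 at 1 h, at percentile 12.6. Of the immediate early genes, 21 were above no flow with continuous flow and 22 with rest-inserted flow at 0 h, against 17 and 11 at 1 h. Both counts of a time point are taken against the same no flow array and are not independent. The difference between the time points has no replicate check, since each is measured on 1 array per condition.

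**Figure D1:**
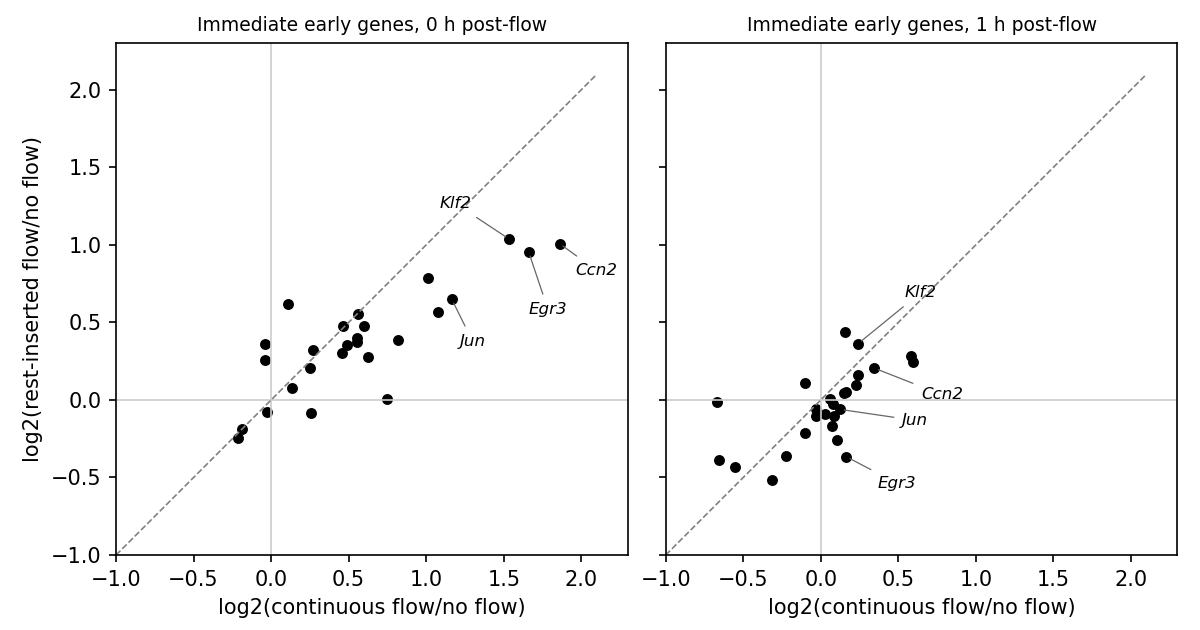
Log2(rest-inserted flow/no flow) against log2(continuous flow/no flow) for the 26 immediate early genes measured, at 0 h on the left and 1 h on the right, with 1 point per gene from 1 array per condition and a dashed line where both are equal. At each time point 20 of the 26 points lie below the line.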

To increase the specificity of our analysis, we used the time-averaged profiles *x* and *y* for the rest of our studies, enabling us to focus our analysis on the identification of genes that exhibited sustained differences over both time points.

Given that temporal processing relies on the amplification of subtle variations in signaling network dynamics, we speculated that temporal variations in fluid flow would give rise to small perturbations in the expression of a large number of genes rather than large perturbations in a few genes. To assess this, we first visualized gene expression in (x,y) space (Fig. 3A). 

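Ccn2, a matrix protein induced by TGF-beta and by YAP, had x = 1.10 and y = 0.61, and Klf2, a transcription factor known from the response of endothelium to flow, had 0.89 and 0.70. Acta1 lay at x = 0.97 and y = 0.67, Map3k7 at 0.88 and 1.08 and Htt, the huntingtin gene, at 0.62 and 0.72. At the other end, Sag, the arrestin of photoreceptors, lay at -0.82 and -0.63, Cngb1, a cyclic nucleotide-gated channel subunit, at -0.46 and -0.77, and Sp3, a zinc finger transcription factor, at -0.62 and -0.58. Across the named probes, which are not independent replicates, x and y had a correlation of 0.558 and a covariance of 0.0232. Both ratios have the no flow arrays in their denominator, and simulated arrays with no effect of flow and the same noise assumed for each array gave a correlation of 0.500 on average (0.475 to 0.533) and a covariance of 0.0182, which is 0.00504 below the measured covariance. Between x at 0 h and y at 1 h, which share no array, the correlation was 0.0249, and between x at 1 h and y at 0 h 6.5e-04.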

We observed that the genes were distributed within an approximately elliptical-shaped region with major axis aligned parallel to y = x. 

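Of probes detected on all arrays and with the same sign at both time points, those with the highest x' belonged to Map3k7, Ccn2, Acta1, Klf2, Mex3d, Htt, Dlx2, B3galnt2, Zcchc4 and Gstcd, from 1.39 down to 0.71. Dlx2 is a homeobox factor of skull and limb development and Mex3d binds RNA. Those with the lowest x' belonged to Sag, Cngb1, Sp3, Llgl2, Nfkbib, Chst1, Fam189b, Sys1, Brca2 and Akap8, from -1.03 up to -0.69. Nfkbib is an inhibitor of NF-kB and Brca2 acts in DNA repair. Limma called 0 of the 13183 probes for continuous flow, rest-inserted flow or their mean against no flow. At an unadjusted p under 0.05 there were 804, 711 and 804, where 659 would pass without any difference. The standard errors of log2(continuous flow/no flow) were 0.38 for Ccn2 (adjusted p = 0.797 from limma), 0.33 for Klf2 (adjusted p = 0.820) and 0.089 for Acta1 (adjusted p = 0.571), and each gene was higher than no flow on 2 of 2 continuous flow arrays. When limma's variance prior followed the intensity, 6 probes rose with continuous flow, of Ccn2 (adjusted p = 0.00197 and 0.00244), Rhob (0.00283), Klf2 (0.0259), Mob3a (0.0259) and Acta1 (0.0290), 6 rose in the mean of both kinds of flow and 0 changed with rest-inserted flow, with 863, 847 and 698 at an unadjusted p under 0.05. Rhob, a small GTPase of the actin cytoskeleton, and Mob3a, a kinase regulator, were named after their values were seen. In this setting the 6 became 15 without the no flow array of 1 h, 2 without the continuous flow array of 1 h, and 0 without any 1 of the other 4 arrays. Without the time point in the model the trend called 0, with 503 at an unadjusted p under 0.05.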

Importantly, genes appeared to be distributed as a single group of points, with no discernable points outside of this group that would be indicative of large perturbations in the expression of a few genes. 

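The lower end of x' was a probe of Hmgxb4, a chromatin protein, at -1.42, and the lower end of y' was a probe of Camk2d, a calcium-dependent kinase, at -0.71. They were detected on 3 and 4 of the 6 arrays and were named after their values were seen. Among probes detected on all 6 arrays, y' ran from -0.51 for Eno1b, an enolase of glycolysis, to 0.57 for Dnaja2, a co-chaperone of Hsp70. Over the named probes x' had a range of 3.03 and y' of 1.58. Over the 10785 probes detected on all 6 arrays the ranges were 2.41 and 1.08. As the log2 of the ratio of log2 values, the ranges were 1.04 and 0.558, and the distances from the middle to either end of the range were 0.520 and 0.279.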

We fit the boundaries of the data to an ellipse by computing the semi-major and semi-minor axes of the ellipse as x’_max_–x’_min_ = 0.52 and y’_max_–y’_min_ = 0.29 respectively. The ellipse defined the boundaries of an accessible gene expression space outside of which variations under the two flow conditions was not possible for the conditions used in this study. Given that *x*’ measures common gene expression under the two flow conditions, while *y*’ measures differential expression, the ellipse aspect ratio of ∼1.8 indicated that the range in variations in gene expression arising from the insertion of rest was approximately half of the range in common alterations arising from exposure to the two flow types.

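The median x' over both time points was 0.33 (percentile 100) for the immediate early genes, 0.15 (percentile 100) for 33 targets of YAP and serum response factor, which respond to actin tension, and 0.14 (percentile 99.99) for 22 targets of TGF-beta and BMP. It was 0.067 (percentile 99.99) for 87 genes of focal adhesion and matrix, and -0.017 after median scaling, which moved the median of all probes from -0.00057 to -0.070. Tagln, an actin-binding protein, had x' = 0.68, Smad6, an inhibitor of BMP signaling, 0.61, Skil, a repressor of Smad proteins, 0.55 and Itga5, the alpha subunit of the fibronectin receptor, 0.46. The lists share genes, so their medians and calls are not independent. Ccn2 is in the immediate early list, the YAP and serum response factor list and the TGF-beta and BMP list, and Srf in the immediate early list and the YAP and serum response factor list. Limma with the constant variance prior called 0 of the immediate early genes when adjusted over the list alone, with 5 and 1 at an unadjusted p under 0.05 for continuous and rest-inserted flow, and 1 of the YAP and serum response factor targets (Acta1, adjusted p = 0.0113 with continuous flow and 0.0481 with rest-inserted flow), where 0 passed over all probes. With the intensity trend, 16 of the immediate early genes rose with continuous flow and 3 with rest-inserted flow when adjusted over the list alone, and of the YAP and serum response factor targets 9 and 7, which does not test the difference between the 2 kinds of flow. The trend takes the variance mostly from probes of like intensity (prior degrees of freedom of 23.2 against 2 residual). A gene's own disagreement between 0 h and 1 h therefore counts little. Of the 16, Dusp1, Srf and Ier3 were below no flow at 1 h (-0.10, -0.10 and -0.030), and the others were above it. The range of x' was 1.92 times that of y', and simulated arrays with no effect of flow gave 1.73 on average (1.37 to 2.15), because x' holds the noise of the no flow arrays and y' does not. The ratio was 0.956 with x at 0 h and y at 1 h and 1.01 with x at 1 h and y at 0 h, which share no array.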

**Figure 3:**
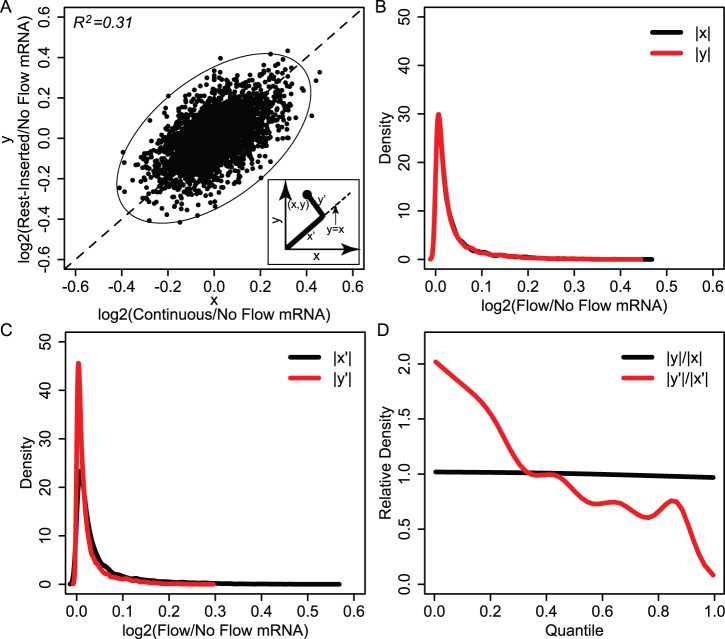
Genome-wide gene expression profiling reveals transcriptomic variations arising from rest-inserted flow. (A) Microarray gene expression data plotted in (x,y) space. Genes were distributed within an approximately elliptical-shaped region with major axis aligned parallel to y = x. The quantities x’ and y’ (inset) provide measures of common and differential gene expression alterations under the two flow conditions, respectively. (B–C) Density distributions for |x| and |y| (black and red lines respectively in B) and |x’| and |y’| (black and red lines respectively in C). (D) Relative distributions for |y|/|x| (black) |y’|/|x’| (red). For |y|/|x|, the distribution was essentially uniform and equal to one. This is in contrast to the relative distribution for |y’|/|x’|, which exhibited an inverse relation between relative density and quantile.

Based on the above results suggesting that the range of differential expression arising from the insertion of rest intervals was smaller than the range of common expression induced by flow exposure (i.e., that the range of y’ was smaller than x’), we next sought to determine the degree to which the shapes of the distributions of y’ and x’ were different. In particular, we speculated that not only would the magnitudes of y’ be smaller than that of x’, but also that the distribution of y’ would be shifted toward smaller changes in a larger number of genes. To assess this, we computed the probability density functions for |*x*|, |*y*|, |x’|, and |y’|. More specifically, we computed the kernel density estimates for each quantity, resulting in a continuous distribution of the number of genes associated with each value. In doing so, we used the absolute values so that decreases and increases in expression were represented equivalently.

When we first compared the distributions of |*x*| and |*y*|, we found that they were nearly identical (Fig. 3B), with no significant difference between |*x*| and |*y*| as indicated by a Kolmogorov-Smirnov test (p = 0.15). This suggested that at the level of the genome, the gene expression distributions in response to rest-inserted and continuous flow were relatively indistinguishable. In contrast, when we compared the density functions for |*x*’| and |*y*’|, they were noticeably distinct (Fig. 3C), with the Kolmogorov-Smirnov test revealing a highly significant difference in the two distributions (p = 2.2×10^−16^). 

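Medians of x and y were 0.11 and 0.13 for the targets of YAP and serum response factor and 0.11 and 0.089 for those of TGF-beta and BMP. They were 0.080 and 0.052 for 18 heat shock genes, which encode chaperones, and -0.053 and -0.060 for 35 genes of the S and G2/M phases of the cell cycle. For the immediate early genes they were 0.31 and 0.17. Gadd45b, a stress-response gene induced by TGF-beta and NF-kB, had x = 0.36 and y = 0.23, and Bmp4, a bone morphogenetic protein, -0.29 and -0.19. The Kolmogorov-Smirnov distance D between |x| and |y| was 0.0192, and simulated arrays with no effect of flow gave 0.0102 on average (0.00501 to 0.0201). At 0 h alone D was 0.0109 and at 1 h alone 0.0413. Genes are not replicates, so D is given without a p-value.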

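Dusp8, a phosphatase of the JNK and p38 kinases, had x' = 0.83 and y' = -0.25, and Diaph1, an actin-nucleating formin, -0.64 and 0.089. Snai1, a repressor of epithelial genes, had 0.37 and -0.069. Other genes had the larger value on y'. Pdia6, a disulfide isomerase of the endoplasmic reticulum, had x' = 0.18 and y' = 0.33, Plod1, a lysyl hydroxylase of collagen, -0.16 and 0.30, and Ccne1, the cyclin E1 of the G1/S transition, -0.028 and -0.32. The distance D between |x'| and |y'| was 0.241, against 0.213 on average (0.193 to 0.229) for simulated arrays with no effect of flow and equal noise. It was 0.0283 and 0.0103 when x and y were taken from different time points, and 0.107 without the detection filter, where unnamed probes are also kept.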

Further analysis revealed three distinct differences between |*x*’| and |*y*’|. 

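The highest |x'| was 1.60, at a probe of Klf6, an immediate early transcription factor, and the highest |y'| was 0.862, at the probe of Washc5, a subunit of the WASH complex of endosomes. Each probe was detected on 4 of the 6 arrays and was named after its value was seen. The brightest probe of Klf6, at a mean log2 intensity of 10.00, had x' = 0.24. Map3k7 and Dnaja2 held the highest |x'| and |y'| among probes detected on all 6 arrays. Neither this dim probe of Klf6 nor that of Washc5 was called by limma over all probes. The ratio of the highest |x'| to the highest |y'| was 1.86, and simulated arrays with no effect of flow gave 1.75 on average (1.18 to 2.38).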

First, in regard to range, the max value of |*x*’| was approximately twice that of |*y*’| (|*x*’|: 0.55, |*y*’|: 0.29), consistent with the aspect ratio of ∼2 we observed for the bounding ellipse in (*x*,*y*) space. Second, we found that the average value of |*x*’| was also approximately twice that of |*y*’| (|*x*’|: 0.047, |*y*’|: 0.025). This suggested that on average, the gene expression changes associated with exposure to rest were roughly half those associated with exposure to flow. 

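Actb, the cytoskeletal beta-actin, had x' = 0.043 and y' = -0.025, and Ppia, the isomerase cyclophilin A, 0.040 and 0.0097. These are the reference genes of the RT-PCR panel. Col1a1 had 0.20 and 0.060, Sox9 0.081 and 0.037, and Rps21, a protein of the small ribosomal subunit, -0.15 and -0.022. Among the brightest 10% of probes by mean intensity the mean |y'| was 0.0370, and among the dimmest 10% it was 0.209. Over all named probes the means were 0.175 and 0.0925, a ratio of 1.89, where simulated arrays with no effect of flow and equal noise gave 1.73 on average (1.68 to 1.78). The ratio was 1.73 with continuous flow and 1.60 with rest-inserted flow as the shared reference in place of no flow. With x and y from different time points it was 1.04 and 0.989.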

Finally, we found that compared to |*x*’|, |*y*’| exhibited a higher density of genes at the lower quantiles, and lower density of genes at the higher quantiles. This was more apparent when we computed the relative density distributions [37] for |y’|/|x’| (i.e., the kernel density estimate for |y’| divided by that for |x’|) and |y|/|x| (Fig. 3D). In this case, for |*y*|/|*x*|, we found that the relative distribution was nearly uniform and approximately equal to one. This was in contrast to the relative distribution for |*y*’|/|*x*’|, which exhibited an inverse relation between relative density and quantile. In particular, for the lowest quantiles (i.e., genes which exhibited small changes), the density of |*y*’| was approximately twice that of |*x*’|; for the highest quantiles (i.e., genes which exhibited large changes), the density of |*y*’| was approximately one tenth of the density of |*x*’|. Collectively, these data suggested that the gene expression variations arising from the insertion of rest intervals (i.e., y’) differed from the common alterations under the two flow conditions (i.e., x’) in three distinct ways: 1) the magnitudes tended to be much smaller, 2) the range of variation was more narrow, and 3) the number of genes exhibiting variations at the upper end of this range was much more limited.

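Among the genes named for large y', Champ1, a protein of chromosome alignment at mitosis, had y' = 0.43, Hipk1, a nuclear kinase, 0.41, Tbc1d19, a protein with a Rab regulator domain, -0.40, and Terf2, a telomere-binding protein, -0.40. None of the values of |y'| reached the highest 1% of |x'|, where 132 probes lie. The lowest 10% of |x'| held 1319 probes, and 2520 by |y'|, among them that of Hspb1, a small heat shock protein, with y' = -0.0083. The highest 10% of |x'| held 218 by |y'|. The relative density of |y'|/|x'| went from 1.91 in the lowest of 10 bins through 1.21 in bin 4 and 0.748 in bin 6 to 0.165 in the highest. In simulated arrays with no effect of flow it went from 1.72 to 0.224. For |y|/|x| the bins lay between 0.899 and 1.11.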

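The immediate early genes, with lower values under rest-inserted than under continuous flow, had a median y' of -0.088 (percentile 0.00), and 6 of the 26 were above 0. Limma called 0 of the 26 between the 2 kinds of flow when adjusted over the list alone. The smallest adjusted p from limma was 0.489 with the constant prior and 0.0662 with the intensity trend, with 1 and 7 at an unadjusted p under 0.05. The medians were -0.056 (percentile 0.62) for 25 interferon-stimulated genes, which act in antiviral defense, and -0.035 (percentile 0.26) for the targets of YAP and serum response factor. Among immediate early genes, Ccn2 had y' = -0.35, Egr3 -0.44 and Jun -0.25, and among interferon-stimulated genes Ifit3, an antiviral RNA-binding protein, had -0.26. Rcan1, an inhibitor of calcineurin, had -0.23, and Sesn2, a stress sensor of the mTOR pathway, -0.29. Between rest-inserted and continuous flow, limma called 0 of the 13183 probes, with 625 at an unadjusted p under 0.05 and the smallest adjusted p at 0.978. With the intensity trend limma called 0, with 593 at an unadjusted p under 0.05. When adjusted over the list alone it called Rcan1 as lower with rest-inserted flow at both time points (adjusted p from limma = 0.0253 over the RT-PCR panel, where the smallest was 0.349 with the constant prior). With the constant prior limma called Usp18, a protease that dampens interferon signaling, as lower by -0.58 when adjusted over the list alone (adjusted p = 0.0452), and with the intensity trend 0 of the list passed, the smallest adjusted p from limma being 0.376, with 3 at an unadjusted p under 0.05. It was detected on 4 arrays and was named after its value was seen.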

### Pathways Analysis of Transcriptomic Perturbations Implicates MAPK Signaling

The above results suggested that the transcriptomic differences between continuous and rest-inserted flow were relatively subtle in magnitude. In this case, to identify biological mechanisms associated with the small gene expression perturbations arising from the insertion of rest intervals, we used over-representation analyses. Our use of this approach was motivated by the fact that over-representation enables the identification of biological associations independently of the specific levels of expression of each gene, making it ideal for investigating phenomena where subtle transcriptional variations in a large group of genes are expected [29]. 

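The highest and lowest 1% of y' held 132 probes each. Of these, 6 in Group A were detected on all 6 arrays, of Dnaja2, Rarres2, Tmc6, Eya1, Champ1 and Hipk1, and 11 in Group B, which included Eno1b, Zbtb18, Kifap3, Egr3, Tbc1d19, Slc18b1 and Terf2. Rarres2, Tmc6, Zbtb18 and Kifap3 were named after their values were seen. Rarres2 encodes the adipokine chemerin, at y' = 0.49, Eya1 a cofactor of homeobox factors in organ development, at 0.43, and Zbtb18 a zinc finger repressor. Slc18b1, a vesicular polyamine transporter, had -0.40. The values of y' ran from 0.40 upwards in Group A and from -0.40 downwards in Group B. In Group A 126 probes (95.5%) and in Group B 121 (91.7%) were not detected on at least 1 array, against 18.2% of all named probes. After median scaling Groups A and B shared 124 and 125 of their 132 probes with these. With the log2 of the ratio of log2 values they shared 117 and 114, and with limma's neqc normalization 85 and 80. With a floor of 50 in place of 10 they shared 1 and 5. That floor lies above the mean intensity of most members, 130 and 124 having a mean log2 intensity under 5.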

For these analyses, we assessed two gene sets, Group A (120 genes) and Group B (119 genes), which consisted of genes with the top 1% of positive and negative values of y’ respectively (Fig. 4A). Our use of the top 1% as the cutoff was motivated by the fact that it enabled a group membership of ∼100 genes, a group size found to be efficacious for the pathways analysis tools utilized in this study [38]. Physically, Group A contained the most differentially expressed genes which were up-regulated in response to rest, whereas Group B contained the most differentially expressed genes which were down-regulated in response to rest.

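The members of the groups differed in how they stood to no flow. Dnaja2 had x = -0.32 and y = 0.48, and Lpin1, a phosphatidate phosphatase of lipid synthesis just outside Group A, -0.48 and 0.042. Hipk1 had x = -0.58 and y = -0.0070. In Group B, Eno1b had 0.39 and -0.34, Tbc1d19 0.34 and -0.23, and Egr3 0.91 and 0.29, above no flow with both kinds of flow in the mean over time. With rest-inserted flow Egr3 had 0.95 at 0 h and -0.37 at 1 h. By limma, 0 members of either group differed between rest-inserted and continuous flow when adjusted over all probes, with 70 in Group A and 81 in Group B at an unadjusted p under 0.05, the groups being picked by this difference. The standard error of the difference was 0.18 for Dnaja2 and 0.081 for Tbc1d19. Of the probes, 119 in Group A and 118 in Group B had the sign of their group at both time points, which picking them by the mean of both favors, against 6604 of the 13183 named probes with equal signs. The highest 1% of y' at 0 h and at 1 h shared 3 probes (Adipor2, Afmid and Smg8) and the lowest 1% shared 1 (Pgap2). The highest 1% at 0 h shared 6 with the lowest 1% at 1 h, and the lowest 1% at 0 h shared 5 with the highest 1% at 1 h. Independent sets would share 1.32 if every probe were equally likely to lie at an end. Dim probes lie there more often, as 98.5% of Group A and 93.9% of Group B had a mean log2 intensity under 5, against 25.6% of named probes. Noise alone would therefore share more than 1.32, and by how much was not computed. In the same direction the sets shared 3 and 1, no more than the 6 and 5 in opposite directions. The counts thus show no excess of sharing in the same direction. They are small and do not test Groups A and B, which were picked by the mean of both time points. Adipor2, Afmid, Smg8 and Pgap2 were named after their values were seen.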

**Figure 4:**
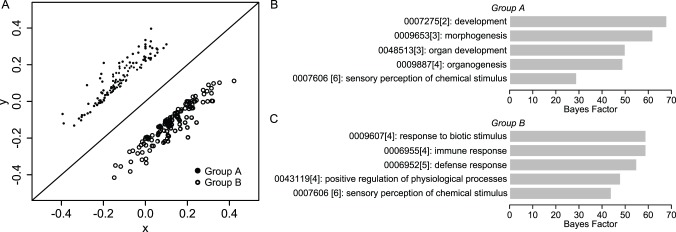
Establishment of Group A and B gene sets. (A) Visualization of Group A (black circles) and Group B (white circles), which consisted of genes with the top 1% of positive and negative values of y’ respectively. Physically, gene members of Group A and B were those that were the most differentially expressed and which were up-regulated and down-regulated in response to rest, respectively. (B–C) GO analysis results for Groups A and B. The most significant GO terms for Group A were associated with morphogenesis and developmental processes, while Group B terms were primarily associated with inflammatory and defense responses.

To characterize the gene functions within Groups A and B, we first performed GO analysis. Analysis revealed 68 and 127 significant (i.e., Bayes factor >6 [29]) terms associated with Groups A and B, respectively. For simplicity, we analyzed the top five GO terms for each group, and found distinct functions associated with Group A and B gene signatures. In particular, Group A terms were primarily associated with morphogenesis and developmental processes (Fig. 4B), while Group B terms were primarily associated with inflammatory and defense responses (Fig. 4C). 

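Of 180 listed genes of developmental patterning, 55 were measured and 2 were in Group A. They were Lhx8, a LIM homeobox factor, with y' = 0.69, and Eya1, and 0 were in Group B. The median y' of the list was 0.035 (percentile 99.3), and its median x' at 0 h was -0.11 (percentile 0.24). Group B held 2 interferon-stimulated genes, Oasl2, an antiviral enzyme-like protein with y' = -0.45, and Usp18 with -0.41. It also held Ccl5, a chemokine for T cells and monocytes, with -0.49 and Vcam1, an adhesion molecule for leukocytes, with -0.42. Oasl2 and Usp18 were named after their values were seen. Random lists matched on intensity had on average 0.982 developmental probes in Group A, with the count of 2 at percentile 83.5, and 0.367 interferon-stimulated probes in Group B, with the count of 2 at percentile 97.2. As many or more were held by 25.8% and 5.05% of the random lists. Lhx8 was detected on 2 arrays, Ccl5 on 4 and Vcam1 on 1, and the brightest probes of Eya1 and Vcam1 had y' of 0.020 and 0.12. Gene Ontology terms were not analysed here, and the lists stand in their place.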

The fact that Group A and B gene signatures were associated with distinct functions suggested the potential for distinct causal signaling mechanisms to underlie their expression. To explore this question further, we analyzed Group A and B gene signatures using signaling pathway analysis as described below.

We first explored pathway associations with Group A and B gene signatures using KEGG Pathway analysis. Our use of this approach was motivated by the comprehensiveness of the KEGG database, as well the large body of studies demonstrating its utility in mapping gene expression profiles to specific biological pathways. 

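Group A held 5 of the 119 measured members of the MAPK pathway and Group B held 0. They were Egfr, the receptor of epidermal growth factor, with y' = 0.50, the adaptor Crk with 0.48, the TNF receptor adaptor Traf2 with 0.46, the kinase Taok1, which activates p38, with 0.46, and the death receptor Fas with 0.40. Among focal adhesion and matrix genes Group A held Thbs3, a matrix thrombospondin, with 0.51, beside Egfr and Crk. Of 64 cytokines and receptors, Group A held 5, which were Egfr, Fas, Il34, a ligand of the macrophage growth factor receptor, with 0.44, Tnfsf11, the osteoclast differentiation factor RANKL, with 0.41, and Tnfsf10, the death ligand TRAIL. The count took in all 193 probes of the MAPK list, dimmer probes of a gene included. Random lists of as many probes had on average 1.81 in Group A, and the count of 5 lay at percentile 97.7. The 3 focal adhesion genes lay at percentile 89.0 and the 5 cytokines and receptors at 99.0. As many or more were held by 3.65%, 17.0% and 1.66% of the random lists. None of these probes was detected on all 6 arrays, and those of Fas and Tnfsf11 were detected on 1. The brightest probes of Egfr, Crk, Taok1, Fas and Thbs3, each detected on all 6, had y' of -0.017, 0.0090, -0.13, -0.027 and 0.075. The MAPK count was 0 with a floor of 50, 3 after limma's neqc normalization, 1 among probes detected on all 6 arrays, 1 with 1 probe per gene and 2 at 0 h alone. Group A held 1% of the probes of each setting, and so was smaller with detection on all 6 arrays and with 1 probe per gene. These counts were not set beside random lists. Settings not listed here include 1 h alone. They also include median scaling and the log2 of log2 values, in which Group A shared 124 and 117 of its 132 probes with the group used here.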

Using this approach, we found that Group A was significantly associated with MAPK signaling (an intracellular signaling pathway) as well as two pathways associated with extracellular signal transduction: focal adhesion and cytokine-cytokine receptor interactions (Fig. 5A). In addition, we found that Group B was significantly associated with cytokine-cytokine receptor interactions only (Fig. 5B). 

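Group B held 2 of the cytokines and cytokine receptors. Ccl5 had a log2(continuous flow/no flow) of 0.77 at 0 h and 0.15 at 1 h, and with rest-inserted flow -0.29 and -0.16. Il27ra, a receptor of interleukin 27, had y' = -0.54. Over the list, the median y' was 0.0098 (percentile 75.8) and the median x' 0.063 (percentile 99.4). Ifngr2, a receptor subunit of interferon gamma, had x' = -0.47 and Pdgfb, a platelet-derived growth factor, 0.33. Over the 92 probes of the list, the count of 2 in Group B lay at percentile 69.2 of random lists, which had 1.48 on average. As many or more were held by 43.3% of them. Il27ra was detected on 1 array.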

The fact that MAPK signaling was the only intracellular signaling pathway implicated in either group was of particular interest. In particular, these data suggested the potential involvement of the MAPK pathway in mediating rest-induced variations in the expression of Group A genes. However, it is important to note that the focus of KEGG analysis is to identify pathways perturbed as a consequence of altered expression of its components, not pathways responsible for driving their transcription [38]. Recognizing that signaling pathways often alter the expression of its own members through feedback regulation, association of a gene signature in KEGG analysis indirectly implicates it as a potential causal signaling pathway candidate [38], but does not infer a direct causal association. Thus, these results led us to pursue a more direct approach for assessing causal signaling pathways involved in driving Group A and B gene expression.

**Figure 5:**
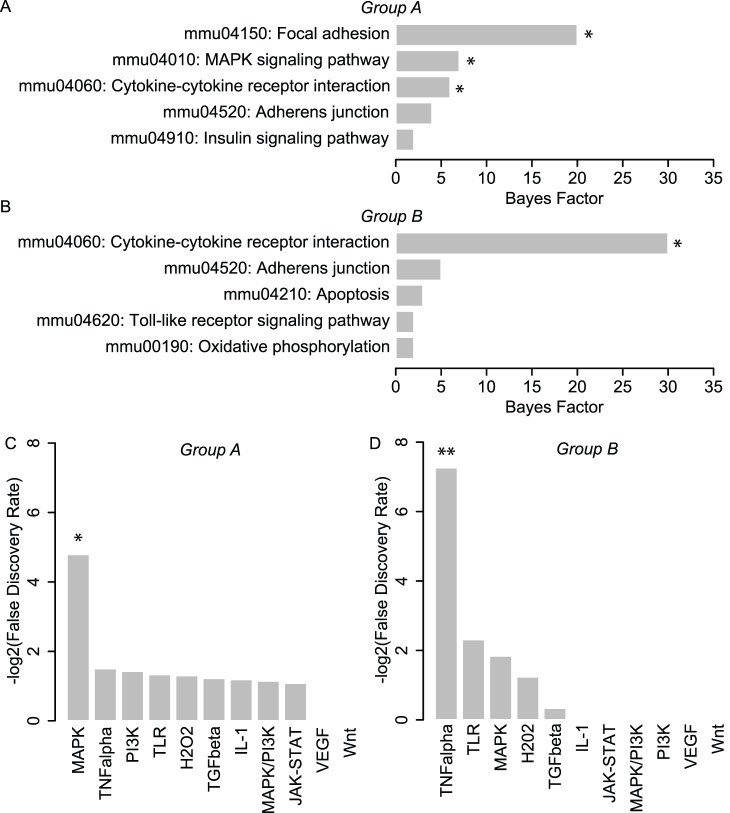
Pathways analysis of transcriptomic perturbations implicates MAPK signaling. (A–B): Results from KEGG analysis for Groups A and B. Group A was significantly associated with MAPK signaling (an intracellular signaling pathway) as well as two pathways associated with extracellular signal transduction: focal adhesion and cytokine-cytokine receptor interactions. Group B was significantly associated with cytokine-cytokine receptor interactions only. *Bayes Factor >6 (C–D): Results from SPEED analysis for Groups A and B. SPEED analysis revealed a significant overlap in Group A genes with the MAPK gene expression signature, and a significant overlap of Group B genes with the TNF-alpha pathway. *FDR <0.05.

For causal pathway analysis, we analyzed Group A and B genes using SPEED [38], which enables gene signature associations to be revealed based on causal influences as opposed to pathway memberships alone [38]. The functionality of SPEED is rooted in the capacity for signaling pathways to regulate a conserved set of genes across diverse cell types and a broad range of experimental conditions, enabling comparison of user data with signature gene lists constructed from pathway perturbation experiments. Interestingly, SPEED analysis revealed a significant overlap in Group A genes with the MAPK gene expression signature (Fig. 5C), indicating that two functionally distinct approaches (causally-based SPEED analysis and membership-based KEGG analysis) associated MAPK signaling with Group A gene expression. 

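Of 26 measured genes that ERK signaling induces or that feed back on it, Group A held Etv1, an ETS transcription factor, with y' = 0.47, and Group B held Bcl2l11, the proapoptotic protein BIM, with -0.40. The list had a median x' of 0.21 at 0 h (percentile 99.99) and a median y' of -0.020 (percentile 14.9). Mcl1, an antiapoptotic protein, had x' = 0.34, Ier3, an immediate early survival gene, 0.29, and Dusp5, a phosphatase of ERK, 0.29. The members of the MAPK pathway had a median y' of -0.0019 (percentile 33.9) and a median x' of 0.053 (percentile 99.96), or -0.020 after median scaling, which lowered the median x' of all probes to -0.070. When adjusted over the MAPK list alone, limma called Hspa1b, an Hsp70 chaperone named after its values were seen, for both kinds of flow with the constant prior, and with the intensity trend 7 genes for continuous flow and 2, Hspa1b and Map3k7, for rest-inserted flow, where 0 passed over all probes with the constant prior. These probes of Etv1 and Bcl2l11 were detected on 3 and 5 arrays, and the brightest probes of both genes had y' of 0.073 and 0.057. Of the ERK list, limma with the constant prior called 0 when adjusted over the list alone, with 3 at an unadjusted p under 0.05 for continuous flow, and with the intensity trend Mcl1 and Ier3 rose with continuous flow (adjusted p = 0.00118 and 0.0433 when adjusted over the list alone), Mcl1 being above no flow on 2 of 2 continuous flow arrays and Ier3 on 1 of 2. The MAPK signature of SPEED was not analysed here. From the small spread of y' the paper reasons that rest intervals perturb many genes slightly, and it therefore compares the genes at the ends of y' with pathways. From the association of Group A with MAPK signaling in KEGG and in SPEED analysis (Fig. 5A, Fig. 5C), the paper proposes that MAPK signaling takes part in the expression of genes that are higher with rest.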

SPEED analysis also revealed a significant overlap of Group B genes with the TNF-alpha pathway (Fig. 5D). 

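Of 32 measured targets of TNF and NF-kB, Group B held 2, Ccl5 and Vcam1, and Group A held 0. This probe of Vcam1 had a log2(continuous flow/no flow) of 1.19 at 1 h and was at the floor of 10 on the other 5 arrays, and the brightest probe of Vcam1, at a mean log2 intensity of 10.60, had x' = -0.031. The list had a median y' of 0.016 (percentile 81.6) and a median x' of -0.086 (percentile 0.89). Nfkbiz, an NF-kB cofactor, had x' = -0.33 and y' = -0.079, and Nfkbib had -0.75 and 0.13. Over the 51 probes of the list, the count of 2 lay at percentile 90.4 of random lists, which had 0.723 on average, and 16.1% of them held as many or more. The count was 1 at 0 h alone, at 1 h alone, with 1 probe per gene, after neqc normalization and after median scaling. It was 0 with a floor of 50 or among probes detected on all 6 arrays. The TNF-alpha signature of SPEED was not analysed here.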

To determine the sensitivity of MAPK and TNF-alpha association on the number of genes associated with each list, we iteratively increased the gene membership of Group A and B up to 200 genes and computed false discovery rate (FDR) for each 5 gene iteration. A significant association of MAPK for Group A was only observed for group sizes of 30 genes or greater, with the minimum FDR occurring when the group size was 50 genes. 

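Of the MAPK members in Group A, 0 were among the highest 30 values of y', 2 among the highest 50 and 5 among the highest 200. The 2 were Egfr and Crk. Egfr had y' of 0.34 at 0 h and 0.65 at 1 h and Crk 0.27 and 0.70. With the list of ERK targets in place of the MAPK list, the 132 probes of Group A held 1 member. False discovery rates of SPEED were not computed here.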

For Group B, a significant association of TNF-alpha was not observed until the group size was 115 genes, which also coincided with the minimum FDR within the range tested. 

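Of the TNF and NF-kB targets in Group B, 0 were among the lowest 30 or the lowest 50 values of y', and 2 among the lowest 200. Ccl5, the lower of the pair, had y' of -0.75 at 0 h and -0.22 at 1 h, and Vcam1 had 0 and -0.84.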

The fact that a significant association for Group A was observed over a greater range of group sizes relative to Group B suggested that the association of the MAPK pathway was more robust to group membership size compared to TNF-alpha signaling. Taken together, the implication of MAPK signaling by two functionally distinct approaches for pathway analysis strongly suggested the involvement of this pathway in driving Group A gene expression. Based on these results, we focused on testing the predicted involvement of MAPK signaling.

### Rest-inserted Flow Enhances p-ERK1/2 Signaling by Enabling Recurring Activation

To confirm the predicted involvement of MAPK signaling in driving transcriptomic perturbations arising from rest, we assessed ERK1/2 phosphorylation dynamics in cells subjected to continuous and rest-inserted flow (profiles were identical to those in our gene expression studies). Our focus on ERK1/2 was motivated by its role as a ubiquitous and well-characterized MAP kinase associated with mechanotransduction [7]. We assessed p-ERK1/2 at four time points (5 min, 20 min, 35 min, and 50 min) corresponding to the cessation of each of the four rest-inserted flow bouts (Fig. 6). In cells exposed to continuous flow, we observed a single spike in p-ERK1/2, consisting of a rapid increase by 5 min, a decline by 20 min, and a return to baseline levels by 35 min. In contrast to the single spike in p-ERK1/2 during continuous flow, cells exposed to rest-inserted flow exhibited two significant spikes in p-ERK1/2, one during the first flow bout, and a second during the third flow bout (p = 0.007 and p = 0.019 for rest-inserted flow versus continuous flow and no flow, respectively). Interestingly, the activation following each flow bout was not uniform. In particular, though we observed modest increases in ERK1/2 activity after the second and fourth flow bouts, these increases were not significantly different from levels in cells exposed to continuous flow.

**Figure 6:**
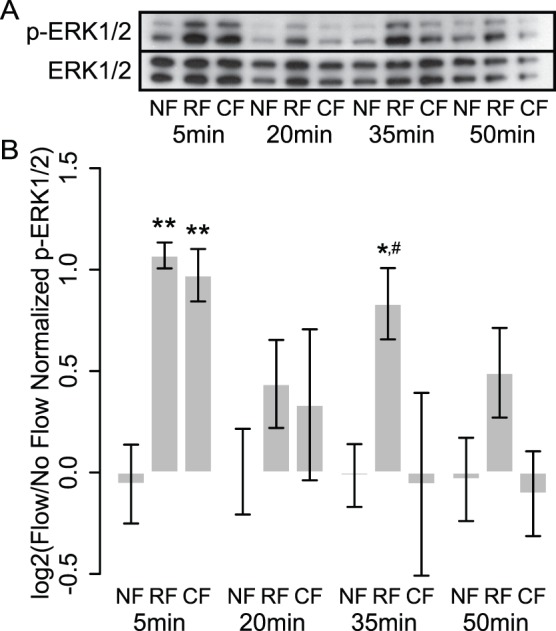
Rest intervals enhance flow-induced ERK1/2 activation by enabling recurring spikes in activity. (A) Western blot for p-ERK1/2 and ERK1/2 for cells subjected to no flow (NF), rest-inserted flow (RF), and continuous flow (CF) following cessation of each of the four flow bouts. (B) Quantification of Western blots from three separate experiments. Cells exposed to continuous flow exhibited a single spike in p-ERK1/2. In contrast, cells exposed to rest-inserted flow exhibited multiple spikes in p-ERK1/2 following each flow bout. We observed only modest increases in ERK1/2 activity after the second and fourth bouts but a significant increase after the third bout, suggesting that ERK1/2 may possess a refractory period of longer than 15 min but shorter than 45 min. *,**p<0.05, p<0.01 when compared to no flow at same time point, respectively. #p<0.05 when compared to continuous flow at same time point.

## Discussion

Modern gene expression profiling technologies have enabled an unprecedented opportunity to study cellular temporal processing from the viewpoint of the transcriptome. In this study, we used genome-wide gene expression profiling to identify and characterize acute transcriptomic differences in cells subjected to continuous versus rest-inserted mechanical stimulation. Our data establish, for the first time, the capacity for these gene expression variations to correctly identify acute signaling pathways underlying temporal processing in bone cells.

In assessing the potential for the recurring ERK1/2 activity identified in this study to occur in osteocytes residing within mechanically loaded bone, it is important to consider aspects of our model that may influence p-ERK1/2 dynamics. For example, we chose to use an osteoblastic cell line (MC3T3-E1) due to their extremely well-characterized signaling response under flow. However, a growing body of studies indicate that osteocytes and osteoblasts do not respond identically to flow exposure [39], suggesting that osteocytes may exhibit distinct p-ERK1/2 dynamics relative to osteoblasts. In addition, in our investigations we subjected cells to pulsatile flow using orbital shaking, which differs from the oscillatory waveform that is expected to occur *in vivo* [22]. While recent studies suggest that orbital flow and oscillatory flow give rise to similar bone cell responses for a range of outcomes [23], further studies are required to determine the degree to which these two flow profiles induce similar (or distinct) p-ERK1/2 dynamics in different bone cell lineages.

While the identified association between enhanced ERK1/2 activity and Group A gene expression was a direct result of our transcriptomic analysis, it should be recognized that this association does not imply causality. In particular, inferential pathway analysis tools like those used in our framework do not discriminate between associations that are causal or coincident. In our study, if signaling mechanisms upstream of ERK1/2 also regulate some or all of Group A genes via distinct pathways, then it is possible that ERK1/2 may have little or no direct effect on regulating Group A gene expression, despite the fact that it is functionally associated with the expression of these genes. While this does not detract from the utility of our approach for pathway discovery (generally, we are equally interested in identifying pathways that are both causal and coincident to gene expression changes), determining the physiological relevance of the MAPK pathway association identified here requires further study. For example, to determine the specific contribution of enhanced p-ERK1/2 in driving Group A gene expression, a potential strategy is to “normalize” the ERK1/2 activity of cells exposed to rest-inserted flow to that of cells exposed to continuous flow. This could be achieved by administering ERK1/2 inhibitors after the initial p-ERK1/2 spike (i.e., immediately after the first bout of rest-inserted flow) to inhibit any secondary spiking that occurs in subsequent flow bouts. Notably, the use of orbital shaking to generate flow is well-suited for such studies, as 6-well plates provide open access to cell media (and thus enable compound delivery in the absence of any further flow exposure).

It has been previously suggested that temporal processing during bone mechanotransduction may involve multiple pathways whose interactions are altered by the dynamics of the applied stimulus [12]. For example, both short- (0.5–14 s) and long- (0.5–8 hrs) duration rest intervals have been found to enhance loading-induced bone formation in rodents, with distinct time constants (i.e., relative gains in bone formation per unit time of rest) associated with their anabolic effects [12], [40]. This time dependence has been speculated to be due to the involvement of distinct mechanisms that are responsive to short- and long-duration rest periods [10]. In our studies, mechanically-stimulated ERK1/2 signaling had a refractory period of approximately 30 min (as evidenced by the lack of increase in p-ERK1/2 after the second and fourth flow bouts but a significant increase after the third bout), suggesting a potential role for recurring ERK1/2 activity in mediating enhanced anabolism arising from long-duration rest intervals. Interestingly, *in vitro*, short-duration (10 s) rest intervals have been found to elicit heightened intracellular Ca2+ mobilization in bone cells subjected to fluid flow [14]. In addition, previous studies suggest that flow-induced ERK1/2 activation occurs independently of intracellular Ca2+ mobilization in mechanically stimulated bone cells [41]. This suggests that enhanced Ca2+ signaling and recurring ERK1/2 activation may dually mediate temporal processing in a manner that is dependent on whether the rest intervals are short (10 s of seconds) or long (10 s of minutes) in duration. There is also the potential for other as of yet unidentified pathways to mediate temporal processing of intermediate rest durations (i.e., greater than 10 s but less than 30 min), an intriguing possibility that our framework is well-suited to explore.

While the focus of our study was on assessing the utility of transcriptomic perturbations arising from temporal variations in stimulation for pathway discovery, these data bring forth the question of whether such small transcriptomic perturbations may play a role in potentiating bone anabolism *in vivo*. In considering this question, it is notable that osteogenesis is mediated by a large number of genes interacting within a vast network. If this “osteogenic gene network” were to be considered as being analogous to a signaling network, its conductivity (e.g., the amount of bone formed per unit of stimulus) may be impacted to a much greater degree by small alterations in a large number of network components compared to a large change in any one component [42]. In this case, it is possible that small increases in the expression of a large number of osteogenic genes may have a much greater effect on bone formation relative to a large change in any single gene. However, regardless of their biological function, our studies suggest that identifying such transcriptomic perturbations within intact bone may have significant value from an analytical point of view. In particular, when integrated with systems-level analysis, such perturbations may be informative of acute mechanisms and causal signaling pathways enabling heightened bone anabolism in response to rest-inserted loading.

A unique aspect of our temporal processing analytical framework is its utility in revealing the emergence of different pathways in mediating responses to different rest period durations. In particular, by analyzing acute transcriptomic behavior, our framework indirectly probes a broad spectrum of signaling pathways rather than specific signaling pathway components. Importantly, this spectrum of pathways will only increase as new genome annotation databases and bioinformatics tools are developed. In addition, new technologies that enable high-throughput mechanotransduction studies [43], [44], [45] and transcriptomic analyses [46] are rapidly emerging. In this case, our studies may serve as the experimental foundation for future investigations that map the temporal trajectory of every single gene upon mechanical stimulation, and their variations in response to different rest intervals. Such explorations would have clear potential to yield fundamental insights into the mechanisms mediating temporal processing in bone and other tissues that exhibit this phenomenon [47], [48].

Several important limitations should be considered when interpreting the findings from this study. First, our use of the time-averaged profiles *x* and *y* likely reduced our sensitivity in identifying differentially regulated genes. In particular, genes that were differentially regulated at one time point but not the other were unlikely be assigned to Group A or B membership. However, it is important to note that our use of time-averaging likely enhanced the robustness of our predictions. In particular, Group membership was restricted to genes that exhibited sustained differences over both time points, which increased the selectivity of these groups. A second limitation is that our causal pathway analysis was performed using SPEED, which is limited to a relatively small number of pathways and uses data from experiments performed in human cells. However, we chose to utilize this approach due to the limited availability of tools for detecting causal signaling pathways and the fact that the majority of mouse and human genes are expected to have conserved biological function. Finally, while our studies demonstrated the ability for transcriptomic perturbations in cells subjected to rest-inserted fluid flow to correctly identify differential activation of the MAPK signaling pathway, it remains to be established whether our framework is able to correctly identify other signaling pathways in other experimental contexts. In this regard, the predicted association between TNF-alpha signaling and Group B gene expression provides a compelling starting point to explore this question further.

In summary, we characterized transcriptomic perturbations arising from the insertion of intermittent rest periods in bone cells subjected to fluid flow, and assessed the utility of these perturbations to identify signaling pathways that are differentially activated by this temporal variation. Our studies directly establish the capacity for transcriptomic perturbations arising from rest to correctly identify acute signaling pathways underlying these variations.

## Supporting Information

Table S1 **Primer sequences for real time RT-PCR.**
(DOC)

## References

[1] MaukMD, BuonomanoDV (2004) The neural basis of temporal processing. Annual Review of Neuroscience 27: 307–340.10.1146/annurev.neuro.27.070203.14424715217335

[2] PostR (1980) Intermittent versus continuous stimulation: effect of time interval on the development of sensitization or tolerance. Life Sciences 26: 1275–1282.699184110.1016/0024-3205(80)90085-5

[3] SamahaA–N, RecklessGE, SeemanP, DiwanM, NobregaJN, et al (2008) Less is more: antipsychotic drug effects are greater with transient rather than continuous delivery. Biological Psychiatry 64: 145–152.1829574710.1016/j.biopsych.2008.01.010

[4] GoddardGV, McIntyreDC, LeechCK (1969) A permanent change in brain function resulting from daily electrical stimulation. Experimental Neurology 25: 295–330.498185610.1016/0014-4886(69)90128-9

[5] FrolikCA, BlackEC, CainRL, SatterwhiteJH, Brown-AugsburgerPL, et al (2003) Anabolic and catabolic effects of human parathyroid hormone (1–34) are predicted by duration of hormone exposure. Bone 33: 372–379.1367877910.1016/s8756-3282(03)00202-3

[6] SrinivasanS, WeimerDA, AgansSC, BainSD, GrossTS (2002) Low-magnitude mechanical loading becomes osteogenic when rest is inserted between each load cycle. Journal of Bone and Mineral Research 17: 1613–1620.1221143110.1359/jbmr.2002.17.9.1613PMC1435731

[7] Jacobs CR, Huang H, Kwon RY (2012) Introduction to Cell Mechanics and Mechanobiology. New York: Garland Science.

[8] KwonRY, MeaysDR, TangWJ, FrangosJA (2010) Microfluidic enhancement of intramedullary pressure increases interstitial fluid flow and inhibits bone loss in hindlimb suspended mice. Journal of Bone and Mineral Research 25: 1798–1807.2020099210.1002/jbmr.74PMC3153350

[9] KwonRY, MeaysDR, MeilanAS, JonesJ, MiramontesR, et al (2012) Skeletal adaptation to intramedullary pressure-induced interstitial fluid flow is enhanced in mice subjected to targeted osteocyte ablation. PloS One 7: e33336.2241301510.1371/journal.pone.0033336PMC3296683

[10] SugiyamaT, SaxonLK, ZamanG, MoustafaA, SuntersA, et al (2008) Mechanical loading enhances the anabolic effects of intermittent parathyroid hormone (1–34) on trabecular and cortical bone in mice. Bone 43: 238–248.1853955610.1016/j.bone.2008.04.012

[11] UmemuraY, SogoN, HondaA (2002) Effects of intervals between jumps or bouts on osteogenic response to loading. Journal of Applied Physiology 93: 1345–1348.1223503410.1152/japplphysiol.00358.2002

[12] RoblingAG, BurrDB, TurnerCH (2001) Recovery periods restore mechanosensitivity to dynamically loaded bone. Journal of Experimental Biology 204: 3389–3399.1160661210.1242/jeb.204.19.3389

[13] LaMotheJM, ZernickeRF (2004) Rest insertion combined with high-frequency loading enhances osteogenesis. Journal of Applied Physiology 96: 1788–1793.1470715010.1152/japplphysiol.01145.2003

[14] SrinivasanS, AgansSC, KingKA, MoyNY, PoliachikSL, et al (2003) Enabling bone formation in the aged skeleton via rest-inserted mechanical loading. Bone 33: 945–955.10.1016/j.bone.2003.07.00914678854

[15] ShinnJB (2003) Temporal processing: the basics. The Hearing Journal 56: 52.

[16] Hung CT, Pollack SR, Reilly TM, Brighton CT (1995) Real-time calcium response of cultured bone-cells to fluid-flow. Clinical Orthopaedics and Related Research: 256–269.7641488

[17] BatraNN, LiYJ, YellowleyCE, YouL, MaloneAM, et al (2005) Effects of short-term recovery periods on fluid-induced signaling in osteoblastic cells. Journal of Biomechanics 38: 1909–1917.1602348010.1016/j.jbiomech.2004.08.009

[18] DonahueTLH, HautTR, YellowleyCE, DonahueHJ, JacobsCR (2003) Mechanosensitivity of bone cells to oscillating fluid flow induced shear stress may be modulated by chemotransport. Journal of Biomechanics 36: 1363–1371.1289304510.1016/s0021-9290(03)00118-0

[19] DonahueSW, JacobsCR, DonahueHJ (2001) Flow-induced calcium oscillations in rat osteoblasts are age, loading frequency, and shear stress dependent. American Journal of Physiology - Cell Physiology 281: C1635–C1641.1160042710.1152/ajpcell.2001.281.5.C1635

[20] KwonRY, JacobsCR (2007) Time-dependent deformations in bone cells exposed to fluid flow in vitro: investigating the role of cellular deformation in fluid flow-induced signaling. Journal of Biomechanics 40: 3162–3168.1755985610.1016/j.jbiomech.2007.04.003PMC2134832

[21] ThomasJMD, ChakrabortyA, SharpMK, BersonRE (2011) Spatial and temporal resolution of shear in an orbiting petri dish. Biotechnology Progress 27: 460–465.2130236610.1002/btpr.507

[22] JacobsCR, YellowleyCE, DavisBR, ZhouZ, CimbalaJM, et al (1998) Differential effect of steady versus oscillating flow on bone cells. Journal of Biomechanics 31: 969–976.988005310.1016/s0021-9290(98)00114-6PMC3057628

[23] YoungSRL, HumJM, RodenbergE, TurnerCH, PavalkoFM (2011) Non-overlapping functions for Pyk2 and FAK in osteoblasts during fluid shear stress-induced mechanotransduction. Plos One 6: e16026.2128358110.1371/journal.pone.0016026PMC3026802

[24] LeyK, LundgrenE, BergerE, ArforsKE (1989) Shear-dependent inhibition of granulocyte adhesion to cultured endothelium by dextran sulfate. Blood 73: 1324–1330.2467707

[25] BersonRE, PurcellMR, SharpMK (2008) Computationally determined shear on cells grown in orbiting culture dishes. Advances in Experimental Medicine and Biology 614: 189–198.1829032910.1007/978-0-387-74911-2_22

[26] DardikA, ChenL, FrattiniJ, AsadaH, AzizF, et al (2005) Differential effects of orbital and laminar shear stress on endothelial cells. Journal of Vascular Surgery 41: 869–880.1588667310.1016/j.jvs.2005.01.020

[27] LivakKJ, SchmittgenTD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2−ΔΔCT method. Methods 25: 402–408.1184660910.1006/meth.2001.1262

[28] DuP, KibbeWA, LinSM (2008) lumi: a pipeline for processing Illumina microarray. Bioinformatics (Oxford) 24: 1547–1548.10.1093/bioinformatics/btn22418467348

[29] ChangJT, NevinsJR (2006) GATHER: a systems approach to interpreting genomic signatures. Bioinformatics (Oxford) 22: 2926–2933.10.1093/bioinformatics/btl48317000751

[30] ZengY, CowinSC, WeinbaumS (1994) A fiber-matrix model for fluid-flow and streaming potentials in the canaliculi of an osteon. Annals of Biomedical Engineering 22: 280–292.797854910.1007/BF02368235

[31] YouL, CowinSC, SchafflerMB, WeinbaumS (2001) A model for strain amplification in the actin cytoskeleton of osteocytes due to fluid drag on pericellular matrix. Journal of Biomechanics 34: 1375–1386.1167271210.1016/s0021-9290(01)00107-5

[32] AndersonEJ, KaliyamoorthyS, AlexanderJID, TateMLK (2005) Nano-microscale models of periosteocytic flow show differences in stresses imparted to cell body and processes. Annals of Biomedical Engineering 33: 52–62.1570970510.1007/s10439-005-8962-y

[33] KwonRY, FrangosJA (2010) Quantification of lacunar-canalicular fluid flow through computational modeling of fluorescence recovery after photobleaching. Cellular and Molecular Bioengineering 3: 296–306.2107664410.1007/s12195-010-0129-8PMC2976057

[34] KwonRY, TemiyasathitS, TummalaP, QuahCC, JacobsCR (2010) Primary cilium-dependent mechanosensing is mediated by adenylyl cyclase 6 and cyclic AMP in bone cells. FASEB Journal 24: 2859–2868.2037163010.1096/fj.09-148007PMC2909282

[35] ChenNX, RyderKD, PavalkoFM, TurnerCH, BurrDB, et al (2000) Ca2+ regulates fluid shear-induced cytoskeletal reorganization and gene expression in osteoblasts. American Journal of Physiology - Cell Physiology 278: C989–C997.1079467310.1152/ajpcell.2000.278.5.C989

[36] PlunkettNA, PartapS, O’BrienFJ (2010) Osteoblast response to rest periods during bioreactor culture of collagen–glycosaminoglycan scaffolds. Tissue Engineering: Part A 16: 943–951.1982791210.1089/ten.TEA.2009.0345

[37] HandockMS, MorrisM (1998) Relative distribution methods. Sociological Methodology 28: 53–97.

[38] ParikhJR, KlingerB, XiaY, MartoJA, BluthgenN (2010) Discovering causal signaling pathways through gene-expression patterns. Nucleic Acids Research 38: W109–W117.2049497610.1093/nar/gkq424PMC2896193

[39] KamelMA, PicconiJL, Lara-CastilloN, JohnsonML (2010) Activation of β-catenin signaling in MLO-Y4 osteocytic cells versus 2T3 osteoblastic cells by fluid flow shear stress and PGE2: Implications for the study of mechanosensation in bone. Bone 47: 872–881.2071319510.1016/j.bone.2010.08.007PMC2952691

[40] SrinivasanS, AuskBJ, PoliachikSL, WarnerSE, RichardsonTS, et al (2007) Rest-inserted loading rapidly amplifies the response of bone to small increases in strain and load cycles. Journal of Applied Physiology 102: 1945–1952.1725536610.1152/japplphysiol.00507.2006

[41] LiuD, GenetosDC, ShaoY, GeistDJ, LiJ, et al (2008) Activation of extracellular-signal regulated kinase (ERK1/2) by fluid shear is Ca2+- and ATP-dependent in MC3T3–E1 osteoblasts. Bone 42: 644–652.1829174210.1016/j.bone.2007.09.058PMC2937351

[42] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, et al (2005) Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences of the United States of America 102: 15545–15550.1619951710.1073/pnas.0506580102PMC1239896

[43] KimD-H, WongPK, ParkJ, LevchenkoA, SunY (2009) Microengineered platforms for cell mechanobiology. Annual Review of Biomedical Engineering 11: 203–233.10.1146/annurev-bioeng-061008-12491519400708

[44] Worton LE, Srinivasan S, Kwon RY (2013) Fluid dynamic gauging-based assays for high-throughput investigation of cellular mechanotransduction. 2013 Proceedings of the ASME Summer Bioengineering Conference.

[45] RiehlBD, LimJY (2012) Macro and microfluidic flows for skeletal regenerative medicine. Cells 2012: 4.10.3390/cells1041225PMC390112724710552

[46] WangZ, GersteinM, SnyderM (2009) RNA-Seq: a revolutionary tool for transcriptomics. Nature Reviews Genetics 10: 57–63.10.1038/nrg2484PMC294928019015660

[47] SenB, XieZ, CaseN, StynerM, RubinCT, et al (2011) Mechanical signal influence on mesenchymal stem cell fate is enhanced by incorporation of refractory periods into the loading regimen. Journal of Biomechanics 44: 593–599.2113099710.1016/j.jbiomech.2010.11.022PMC3042527

[48] HansonAD, MarvelSW, BernackiSH, BanesAJ, van AalstJ, et al (2009) Osteogenic effects of rest-inserted and continuous cyclic tensile strain on hASC lines with disparate osteodifferentiation capabilities. Annals of Biomedical Engineering 2009: 5.10.1007/s10439-009-9648-719229619

# Supplementary material for: Systems-Based Identification of Temporal Processing Pathways during Bone Cell Mechanotransduction
**Source:** PLoS One. 2013 Sep 11;8(9):e74205. doi: 10.1371/journal.pone.0074205
**Supplement:** Table S1 — Primer sequences for real time RT-PCR.

| **Target** | **F (5’→3’)** | **R (5’→3’)** |
| --- | --- | --- |
| **Cyclophilin** | GCCGATGACGAGCCCTTGGGCC | ACCAGTGCCATTATGGCGTGTG |
| **β-actin** | TCACCCACACTGTGCCCATCTACGA | CAGCGGAACCGCTCATTGCCAATGG |
| **CFOS** | CGCAGAGCATCGGCAGAAGG | TCTTGCAGGCAGGTCGGTGG |
| **COX-2** | GCTGTACAAGCAGTGGCAAA | CCCCAAAGATAGCATCTGGA |
| **ICER** | TATGCAAAAGCCCAACATGG | GCGAGTTGCTTCTTCTGCTGCTAG |
| **Col1a1** | AATGGCACGGCTGTGTGCGA | AACGGGTCCCCTTGGGCCTT |
| **HO1** | CAAGCCGAGAATGCTGAGTTCATG | GCAAGGGATGATTTCCTGCCAG |
| **OPN** | TGCACCCAGATCCTATAGCC | CTCCATCGTCATCATCATCG |
| **IL6** | AGTTGCCTTCTTGGGACTGA | CAGAATTGCCATTGCACAAC |
| **DKK2** | CCGCTGCAATAATGGAATCT | GTAGGCATGGGTCTCCTTCA |
| **RANKL** | CCAAGATCTCTAACATGACG | CACCATCAGCTGAAGATAGT |
| **FGF23** | AGTCGGTTCAGCCCACGTAGAGGA | TGAATAGCGGTGCCTGGCTGGA |
| **NOS2** | CCTTCCTTGCATGTGCCCGCT | CCCTGACCATCTCGGGTGCG |
| **OSX** | CCCTTCTCAAGCACCAATGG | AGGGTGGGTAGTCATTTGCATAG |
| **P2XR7** | CTGTGGTCTAGCCTGGGAAG | TCTTTCCGCTGGTACAGCTT |
| **VEGF** | GAGAGAGGCCGAAGTCCTTT | TTGGAACCGGCATCTTTATC |
| **SMAD5** | CCGATTCTTTCCACCAACC | GCTGGGGAGTTGGGATATGT |
| **TGFβ1** | TGTCGCTCTCGGGTCACGGA | GTTGTCTCCCCAGCCGGCAC |
| **DSCR1** | CCGTGTGGAATTGTCCTTCT | ACTTCTTTTGCAGGGAAGCA |
| **TNFα** | AGCCCCCAGTCTGTATCCTT | CTCCCTTTGCAGAACTCAGG |
| **OPG** | CTGCCTGGGAAGAAGATCAG | TTGTGAAGCTGTGCAGGAAC |
| **RUNX2** | AAGTGCGGTGCAAACTTTCT | TCTCGGTGGCTGGTAGTGA |

How the deposited data were processed for this re-analysis (not part of the article)

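The data are 6 Illumina MouseWG-6 v2.0 arrays of MC3T3-E1 cells, 1 for each of no flow, continuous flow and rest-inserted flow at 0 h and at 1 h post-flow, each hybridized with RNA pooled from 3 experiments. All 6 arrays were used and 0 were left out. The RT-PCR and western blot measurements of the paper are not among the deposited files and were not analysed here. No replicate array exists for any condition, so the spread between experiments cannot be measured.

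The deposited intensity values are probe signals from which the authors had subtracted the background in GenomeStudio, with no normalization between arrays. The detection p-value of each probe, deposited beside the signal, was computed by the authors' software from the negative controls of the array. The deposited log2 values had been quantile normalized by the authors, set to 10 where under 10, log2 transformed and filtered to the probes detected on at least 1 array. The same steps applied here to the deposited intensities gave the authors' log2 values with a largest difference of 5.0e-08. The detection p-value column of the rest-inserted flow 1 h array holds p-values for the first 20000 probes and repeats the signal for the other 25281. There, detection was taken from the signal, since in the first 20000 probes every detected probe has a higher signal than every undetected probe, the boundary lying between 17.8243 and 17.8357, and 2 of the affected probes lie between these. With this the filter kept the number of probes that the paper gives.

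Probes without a gene symbol, with several symbols or with a RIKEN cDNA name were removed. Symbols came from the platform table, and of the probes kept 13380 had an Entrez identifier found in the RefSeq gene table, which changed 0 symbols. All named probes entered the measures of spread and the counts of list members in Groups A and B, which were set beside random lists of as many probes. For the medians of the gene lists and the calls within them, the probe with the highest mean intensity stood for each gene. Of the 8566 genes, 3226 had more than 1 probe. With Eq. 4 as printed, y' is positive for genes higher with continuous flow, whereas the text and Fig. 4A place genes higher with rest-inserted flow at positive y', and the sign of the text was used.

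Each gene was tested in limma 3.58.1 with the constant variance prior on flow and time point, with the contrasts continuous flow, rest-inserted flow and their mean against no flow, and rest-inserted against continuous flow. The call was a Benjamini-Hochberg adjusted p under 0.05. The residual holds array noise together with any change of the effect of flow between 0 h and 1 h. The test was tested on simulated data with 200 changed genes among 13183 and noise smoothed from the residual SDs of these arrays. At a log2 change of 1 in the mean of both flows it recovered 71% of the changed genes with the constant prior and 89% with the intensity trend, with 2 and 10 false calls. At a log2 change of 2 it recovered 97.5% and 96.5%, with 5 and 3 false calls. The simulated change was equal at both time points and the noise followed the intensity alone. These rates therefore do not cover genes whose response differs between 0 h and 1 h or that vary more than others of their intensity. The simulated values were not set to the floor of 10, so decreases of dim genes were not cut short as on these arrays. Residual SDs with 2 degrees of freedom also fall below the true SD on average. Both can make the rates too high. The measures of spread over genes were set beside 200 simulated sets of 6 arrays with no effect of flow, in which every array had the same noise, set from the mean residual spread of these arrays at each intensity.

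The genes named are, for x' and for y', the 10 highest and the 10 lowest among probes detected on all 6 arrays with the same sign at both time points, the genes of the RT-PCR panel and its reference genes, up to 4 members of each gene list with the largest |x'| or |y'| among those detected on all 6 arrays, and up to 10 members of the MAPK, ERK, TNF, cytokine, focal adhesion and developmental lists in each of Group A and Group B, for which the probe in the group is given. Other genes are marked as named after their values were seen.

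The 30 gene lists, some of which share genes and so are not independent, were written from general knowledge of each pathway. They are immediate early genes, ERK target and feedback genes, members of the MAPK signaling pathway, TNF and NF-kB targets, interferon-stimulated genes, cytokines and receptors, focal adhesion and matrix, osteoblast genes, HIF and hypoxia targets, YAP and serum response factor targets, NRF2 and oxidative stress, unfolded protein and amino acid response, heat shock, cholesterol synthesis, TGF-beta and BMP targets, Wnt targets, cAMP and calcium responsive genes, S and G2/M cell cycle, ribosomal proteins, oxidative phosphorylation, developmental patterning, markers of adipocytes, muscle, chondrocytes, macrophages and osteoclasts, endothelium and osteocytes, the RT-PCR panel, its reference genes, and chemosensory receptors. KEGG, Gene Ontology and SPEED gene sets were not available, so the MAPK and TNF lists stand for pathways of the same name and not for the sets that the paper used. For each list limma's p-values were adjusted over all probes and over the list alone, and the median of x' and y' was placed among 10000 random lists drawn from 20 bins of mean intensity.

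Alternatives changed 1 choice at a time, except that no detection filter also keeps RIKEN and unnamed probes and so changes 2. They were the log2 of the ratio of log2 values, the authors' log2 values, a floor of 50, limma's neqc with an offset of 16, scaling to a common median, detection on all 6 arrays, no detection filter, RIKEN and unnamed probes kept, 1 probe per gene, each time point alone, other shared references, no time point in the model, limma's intensity trend, its robust prior, each array left out in turn, an adjusted p under 0.10, and groups of 30, 50 and 200 probes. Groups A and B held 1% of the probes of each setting, so they were smaller where fewer probes were kept. The intensity trend together with each other alternative was added after the results were seen. The versions were R 4.3.3, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.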

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

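The tests of a response kept over both time points, of a group difference kept over both time points and of the immediate early genes at 1 h alone were chosen only after the results were seen, as was leaving out arrays under the intensity trend.

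With limma's intensity trend, 6 probes of genes that the paper does not discuss were higher with continuous flow than without flow, with log2(continuous flow/no flow) of 1.05 and 1.10 for Ccn2, 0.57 for Rhob, 0.89 for Klf2, 0.46 for Mob3a and 0.97 for Acta1. With the constant prior, their adjusted p-values from limma were 0.781, 0.797, 0.657, 0.820, 0.751 and 0.571, and limma called 0 probes, with 804 at an unadjusted p under 0.05. With the trend and 1 array left out, the calls were 0 without any of the 3 arrays of 0 h or without the rest-inserted flow array of 1 h, 2 without the continuous flow array of 1 h and 15 without the no flow array of 1 h.

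For 3 genes of the fixed naming rule, x' had opposite signs at 0 h and 1 h, each over 1 SD of all probes (0.360 at 0 h, 0.355 at 1 h), and the difference between the time points was not tested. The SD of x' over both time points was 0.481 in the dimmest and 0.0965 in the brightest 10% of probes, so 1 SD of all probes is a low bar for dim probes. Fos, a subunit of AP-1, had x' of 0.42 at 0 h and -0.48 at 1 h. Defb25, a beta-defensin, had -0.42 and 0.36. Olfr724, an odorant receptor, had -1.06 and 0.47.

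The immediate early genes, which the paper does not analyse as a group, had a median x' of 0.62 at 0 h and a median y' of -0.088 over both time points, which is lower with rest-inserted than with continuous flow. By limma 0 of the list differed between the 2 kinds of flow when adjusted over the list alone. The smallest adjusted p from limma was 0.489 with the constant prior and 0.0662 with the intensity trend. Low signal is argued against, since the 16 genes with a mean log2 intensity over 7 had a median y' of -0.099, at percentile 0 of random lists. Quantile normalization is argued against, since median scaling gave -0.090, at percentile 0. A single array at 0 h is argued against as the whole source, since the median at 1 h alone was -0.080, at percentile 0.09. A smaller response of these genes to rest-inserted flow may be a biological hypothesis, but it remains open, since each condition is 1 pool. Rest-inserted flow also applies less total flow, and its last bout ends with 10 min of rest. If RNA was taken at the end of the regimen, the time since the last flow therefore differed too. Neither was tested apart from rest.

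The spread of x' exceeded that of y' with a ratio of SDs of 1.88, where simulated arrays with no effect of flow gave 1.73. A response common to both kinds of flow and kept over both time points is argued against as the source of the overall spread, since x at 1 time point and y at the other had a mean correlation of 0.0128 across genes, which does not bear on a few genes. The highest 1% of x' at 0 h and at 1 h shared 10 of 132 probes, among them probes of Acta1 and Map3k7, and the lowest 1% shared 3. Sets drawn with equal odds for every probe would share 1.32, which is too low where dim probes reach the ends more often. Whether the shared no flow arrays make up all of the spread cannot be told. A response present at 1 time point alone would raise the ratio of SDs too. Over all named probes the observed ratio was 1.08 times the simulated one. In 10 bins of mean intensity, from dim to bright, the ratio of SDs was 1.82 to 1.95 in bins 1 to 5. It was 1.97 to 2.05 in bins 6 to 10, where 1.73 is expected without an effect of flow. The excess was thus larger among brighter probes, which does not tell the 2 apart. The same mean correlation of 0.0128 is what shared no flow arrays predict for the correlation of x with y. The variance particular to each array was 0.0470 and 0.0437 for the no flow arrays and 0.0342 to 0.0420 for the flow arrays. For a no flow array this value equals the covariance of x with y at its time point. It holds array noise together with any response common to both kinds of flow, so it does not tell them apart. For the variance after averaging over time, independent array noise predicts no correlation between time points, and the higher of the correlations for x and y was 0.0158. Genes that fluctuate between the time points, as the paper proposes, can give such a value too, so it does not tell the 2 apart.

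The members of Group A and Group B were dim, and the share not detected on at least 1 array was 5.14 times that of all named probes. Low signal near the floor is therefore a candidate explanation for most members. A difference kept over both time points cannot be told apart from noise for the groups, which were picked by the mean of both. Probes in the highest or lowest 1% of y' at 1 time point had a median of 0.687 in their own direction there and -0.00564 at the other, but these sets held 41 to 55 of the 132 members of a group, so the value does not test the groups.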

How the results depend on the processing

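Intensity trend with other alternatives and with arrays left out were tests chosen only after the results were seen. Alternatives of values, filter and probes kept the signs of the medians of immediate early and YAP and serum response factor lists (x' 0.27 to 0.35 and 0.068 to 0.21, y' -0.093 to -0.083 and -0.046 to -0.021). Of 50 list medians 30 had another sign or were 0 with a floor of 50, 10 with median scaling, which lowered x' of all probes to -0.070, 9 with detection on all 6 arrays and 10 and 16 at 0 h and 1 h alone. Of 292 values of named genes these were 129 with a floor of 50, 10 with median scaling and 56 and 58 at 0 h and 1 h alone, and 0 of the 258 that could be had with detection on all 6 arrays. The signal over background limits the dim probes, where most of Groups A and B lie. Cause was not tested for any value below, except for those with other references or time points, which share other arrays, and for smaller groups, which hold fewer probes. Without a detection filter or with a floor of 50, relative density in the lowest 10% has no value, as |x'| ties at 0.

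Calls by limma were 0 in each comparison with the constant prior, except 1 with continuous flow and a floor of 50, and stayed 0 when any 1 array was left out, without time in the model, with the robust prior and at adjusted p under 0.10. With the intensity trend they were 6 for continuous flow and 6 for both kinds of flow. For continuous flow the trend gave 6 with the log2 of log2 values, the authors' values, detection on all 6 arrays and RIKEN and unnamed probes kept, 3 with a floor of 50 and with neqc, 13 with median scaling, 7 with 1 probe per gene, 8 at adjusted p under 0.10, 0 without time in the model (503 at an unadjusted p under 0.05), 0 with no detection filter, and 0 to 15 with 1 array left out. For both kinds of flow it gave 6 in the same 4 settings, 1 with a floor of 50, 7 with median scaling, 8 with 1 probe per gene, 9 at adjusted p under 0.10, 0 with neqc (smallest adjusted p 0.0500, 834 at an unadjusted p under 0.05), 0 without time in the model (475) and 0 with no detection filter, and 0 to 8 with 1 array left out. Without the filter 25573 and 25589 of 45281 probes had an unadjusted p under 0.05, which include probes at the floor with no spread. For rest-inserted flow it gave 1 with a floor of 50 and 3 with median scaling, and between both kinds 1 and 2. The ratio of mean |x'| to mean |y'| was 2.03 with median scaling, 1.73 and 1.60 with continuous and rest-inserted flow as reference, and 1.04 and 0.989 with x at 0 h and y at 1 h and the reverse. The ratio of ranges was 2.31 with a floor of 50, 2.24 with detection on all 6, 1.52 at 1 h, 1.63 and 1.68 with the other references, and 0.956 and 1.01 across time points. D between |x| and |y| was 0.0413 at 1 h and 0.0449 with x at 0 h and y at 1 h. D between |x'| and |y'| was 0.195 with log2 of log2 values, 0.190 with a floor of 50, 0.307 with median scaling, 0.107 with no detection filter, 0.207 and 0.176 with the other references, and 0.0283 and 0.0103 across time points. The correlation of x with y was 0.589 with a floor of 50, 0.500 and 0.440 with the other references, and 0.0249 and 6.5e-04 across time points. The variance ratio was 0.509 with a floor of 50 and 0.499 with detection on all 6. MAPK members in Group A were 0 with a floor of 50, 3 with neqc, 1 with detection on all 6, 1 with 1 probe per gene, 2 at 0 h, 0 and 2 in groups of 30 and 50, and 1 with the ERK list. TNF members in Group B were 0 with a floor of 50 and with detection on all 6, 1 with neqc, median scaling, 1 probe per gene, 0 h and 1 h, and 0 in groups of 30 and 50.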

Differences from the paper's values

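The scale of the log2 of the ratio of log2 values was set before the data were examined, and the test with semi-axes was chosen only after the values were seen.

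The paper's variances, means and highest values of |x'| and |y'| match those here when the log2 is taken of the ratio of log2 values, so the comparison is made on that scale, with the value on the log2 scale beside it. The range of x' was the paper's 0.52 against 3.03 here, or 1.04 on that scale. The value on that scale comes within 1.5 times the paper's with a floor of 50 (0.370), with limma's neqc (0.460) and with detection on all 6 arrays (0.723), and does not with the authors' log2 values, median scaling, no detection filter, RIKEN and unnamed probes kept or 1 probe per gene. The range of y' was the paper's 0.29 against 1.58 here, or 0.558 on that scale. It comes within 1.5 times with neqc (0.273) and with detection on all 6 arrays (0.311), and does not with a floor of 50 (0.183) or the other alternatives. The distance from the middle to either end of the range, 0.520 and 0.279 on that scale, lies near the paper's values.

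The Kolmogorov-Smirnov p between |x| and |y|, which takes genes as replicates, was the paper's 0.15 against 0.0154 here, or 0.0697 on that scale. On that scale it comes within 1.5 times the paper's with RIKEN and unnamed probes kept (0.213) and with 1 probe per gene (0.164), and does not with the other alternatives. On the log2 scale it was 0.132 with median scaling, 0.162 with no detection filter and 0.107 with a floor of 50. The relative density of |y'|/|x'| in the highest 10% was the paper's about 0.1 in Fig. 3D, read by eye, against 0.165 here, or 0.259 on that scale. With neqc it was 0.145, within 1.5 times, and with the other alternatives it was not. On the log2 scale it was 0.107 with a floor of 50, 0.0879 with neqc, 0.115 with detection on all 6 arrays and 0.149 with median scaling.

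The paper states that DSCR1 (Rcan1) and OPG (Tnfrsf11b) were lower with continuous flow and not with rest-inserted flow in RT-PCR. On the arrays at 0 h, log2(continuous flow/no flow) and log2(rest-inserted flow/no flow) were 0.48 and 0.14 for Rcan1 and 0.36 and 0.17 for Tnfrsf11b. A dim probe of Rcan1, detected on 1 array, had 0 and 1.16 at 0 h and is in Group A with y' = 0.41. The paper states that HO1 (Hmox1) was higher with rest-inserted flow, and log2(rest-inserted flow/no flow) was -0.17 for Hmox1 at 0 h. These are different measurements, with 1 pooled array per condition here. Of the other 3 genes of these clusters, TNF-alpha, RUNX2 and OPN, 0 had a named probe past the filter.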

Other observations

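The test of the log2 of log2 values with semi-axes was chosen only after the result was seen.

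The 35 measured genes of the S and G2/M phases had a median x' of -0.076 (percentile 0.08), with 6 above 0, and the 67 of oxidative phosphorylation -0.040 (percentile 0.19). The 49 ribosomal protein genes had -0.0079 (percentile 30.4). By limma with the constant prior, 0 genes of these lists passed over all probes or when adjusted over the list alone, with 0 of them at an unadjusted p under 0.05 for continuous flow. With the intensity trend 0 passed either, with 1, 7 and 2 genes of the S and G2/M, oxidative phosphorylation and ribosomal lists at an unadjusted p under 0.05. The 18 heat shock genes had a median x' of 0.11 (percentile 99.99). Among them limma called Hspa1b, the inducible Hsp70, as higher with continuous and with rest-inserted flow when adjusted over the list alone (adjusted p = 0.00474 and 0.00299), where 0 passed over all probes. It was detected on the 4 flow arrays and not on the no flow arrays, so its log2 ratios are taken against signal not above background and are not given. It was named after its values were seen.

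In the osteoblast list the median x' was 0.037 (percentile 88.3) and the median y' 0.014 (percentile 76.6). Sfrp1, an inhibitor of Wnt signaling, was lower with continuous flow when adjusted over the list alone (adjusted p = 0.0101 from limma, lower on 2 of 2 continuous flow arrays). With the intensity trend the call was lost, and limma called Bmp4 alone in this list (adjusted p = 0.00667). Sfrp1 was detected on 2 arrays and lay at the floor with continuous flow, so no size is given, and it was named after its values were seen. The 36 HIF and hypoxia targets had medians of x' and y' of 0.029 (percentile 88.7) and -0.0083 (percentile 25.8), and Group B held 3 of them, Stc2, Pfkl and Ankrd37, which were named after their values were seen, the bright probe of Pfkl having y' of 0.098. Olfr373, an odorant receptor detected on 2 arrays and named after its values were seen, was higher with rest-inserted than with continuous flow when adjusted over the 28 chemosensory receptors alone (adjusted p = 0.0477 from limma with the constant prior, 0.865 as the smallest of the list with the intensity trend). This is 1 of 116 combinations of list and comparison tested, in which limma called 5 genes in 7 lists with the constant prior and 38 genes in 16 lists with the intensity trend when adjusted over the list alone. The list had medians of -0.079 (percentile 28.4) and -0.0097 (percentile 47.1).

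For the other lists the medians of x' and y' were -0.015 (percentile 33.1) and -0.019 (percentile 8.72) for NRF2 and oxidative stress, 0.020 (percentile 77.3) and 0.017 (percentile 84.6) for the unfolded protein and amino acid response, 0.022 (percentile 78.1) and -0.000083 (percentile 44.2) for cholesterol synthesis, 0.049 (percentile 81.2) and -0.0090 (percentile 36.5) for Wnt targets and 0.047 (percentile 81.4) and -0.013 (percentile 29.5) for cAMP and calcium responsive genes. They were 0.081 (percentile 84.9) and -0.025 (percentile 25.2) for chondrocyte, -0.046 (percentile 40.8) and 0.066 (percentile 84.8) for macrophage and osteoclast, -0.045 (percentile 39.4) and -0.086 (percentile 11.9) for muscle, -0.12 (percentile 36.4) and -0.080 (percentile 29.9) for endothelial and -0.074 (percentile 14.7) and 0.030 (percentile 72.2) for osteocyte markers. The 11 genes of the RT-PCR panel with a probe had 0.17 (percentile 99.9) and 0.051 (percentile 94.4), a panel that the authors picked for its relation to loading. Its reference genes had 0.041 (percentile 77.5) and -0.0077 (percentile 34.6). After median scaling, the median x' was below 0 for the osteoblast, HIF and hypoxia, unfolded protein, cholesterol synthesis, Wnt, cAMP and calcium, MAPK, and cytokine and receptor lists, which had medians above 0 after quantile normalization. This scaling moved the median x' of all probes from -0.00057 to -0.070, so the change of sign does not set these lists apart from other genes. Of the 20 genes of the panel, 9 had no probe past the filter, Spp1, Ptgs2, Il6, Dkk2, Fgf23, Nos2, P2rx7, Tnf and Runx2.

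The paper's x' and y' are small in size, and a candidate explanation is that the log2 was taken of a ratio of log2 values. The largest ratio between its 2 means and 2 ranges and the values here was 2.00 on that scale, and the smallest on the log2 scale was 3.70, which leaves the hypothesis undecided as it was written. With each of the paper's ranges read as the distance from the middle to an end, the largest ratio was 1.05, a reading chosen after the values were seen.

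In the brightest 20% of probes the correlation of x' at 0 h with x' at 1 h across genes, which are not independent replicates, was 0.112 and 0.0841 in its dimmer and brighter part, and that of y' was 0.116 and 0.0557, against 0.0149 and -0.00479 over all named probes.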
